# Transcriptome Profile of Rat Adrenal Evoked by Gonadectomy and Testosterone or Estradiol Replacement

**DOI:** 10.3389/fendo.2017.00026

**Published:** 2017-02-15

**Authors:** Karol Jopek, Piotr Celichowski, Marta Szyszka, Marianna Tyczewska, Paulina Milecka, Ludwik K. Malendowicz, Marcin Rucinski

**Keywords:** rat, adrenal gland, transcriptome, global gene profiling, functional annotation clustering, gonadectomy, testosterone, estradiol

## Abstract

Sex differences in adrenal cortex structure and function are well known in different species. In the rat, they are manifested as larger adrenal cortex and higher corticosterone secretion by females compared with males. These sex differences depend, among others, on functioning of the hypothalamic-pituitary-adrenal axis (HPA). In this aspect, it is widely accepted that testosterone exerts an inhibitory and estradiol stimulatory effect on the said axis. The molecular bases of these sex-related differences are poorly understood. Therefore, we performed studies aimed to demonstrate the effect of testosterone and estradiol on the expression of differentially regulated genes in rat adrenal gland. The classical method applied in the study—gonadectomy and gonadal hormone replacement—allows obtaining results suggesting a physiological role of the tested hormone (testosterone or estradiol) in the regulation of the specific genes. Adult male and female rats were either gonadectomized or sham operated. Half of orchiectomized rats were replaced with testosterone while ovariectomized ones with estradiol. Transcriptome was identified by means of Affymetrix^®^ Rat Gene 2.1 ST Array. Differentially expressed genes were analyzed by means of DAVID web-based bioinformatic tools and confirmed by means of Gene Set Enrichment Analysis. For selected genes, validation of the results was performed using QPCR. Performed experiments have provided unexpected results. Contrary to expectations, in orchiectomized rats, testosterone replacement stimulates expression of numerous genes, mainly those associated with lipids and cholesterol metabolism. However, in ovariectomized animals, estradiol replacement inhibits the expression of genes, mainly those involved in intracellular signaling pathways. The physiological relevance of these findings awaits further research.

## Introduction

Sex-related differences in the structure and function of the adrenal cortex of mature rats are well recognized. These differences are the result of the action of sex hormones on the various components of the hypothalamic-pituitary-adrenal axis (HPA). The results of studies on the effects of gonadectomy and sex hormone replacement on the rat adrenal cortex suggest that estrogens stimulate and androgens inhibit the HPA axis function. The results of these studies are presented in many comprehensive monographs and textbooks (1–7). It is important to note that in gonadectomized animals sex hormones exert generalized response, not limited to HPA axis only. For example, they regulate the levels of corticosteroid-binding globulins (CBG) (8–11) as well as corticosterone biological half-time (12–14). CBG is involved in the mechanism of steroid hormone action by keeping steroids in circulation, and therefore controlling the availability of unbound hormones for their targets. In the rat, CBG levels are notably higher in females. Orchiectomy (ORX) resulted in 60–70% increase in CBG levels, while ovariectomy (OVX) had no effect (8, 15). Of interest, in the rat, estradiol effect on CBG is mediated via thyroid gland. Furthermore, biological half-life of corticosterone in adult male rats is ca. two times longer than in females (12, 16). Also, the metabolic clearance rate of corticosterone is markedly higher in female than male rats (17, 18).

The above-described sex differences in the structure and functions of the rat adrenal cortex probably depend on differences in the gene expression of this gland. However, to our knowledge, no studies are available on the effects of estradiol or testosterone on transcriptome profile of the rat adrenal gland. Regarding this, recently we have shown that in adult rat adrenal cortex, the differentially expressed genes that are significantly enriched included genes involved in steroid hormone metabolism, and their expression levels in females were significantly higher compared with those in the male rat (19). Generally, if compared with males, in the female rats higher expression levels of genes involved directly in steroid hormone synthesis were accompanied by lower expression levels of genes regulating basal cell functions. To our knowledge, only one publication on global gene profiling refers to the effect of testosterone on the expression of genes in the adrenal gland and it relates to the mouse (20). In this research, however, authors administered testosterone into intact female mice. Comparison between females and females treated with testosterone revealed 94 differentially regulated genes, with 23 being upregulated and 71 downregulated. The observed changes in gene expression authors combine with the disappearance of the X zone of the mouse adrenal cortex. It should be emphasize that this experimental model is not a physiological one.

In the present study, to demonstrate the effect of estradiol and testosterone on the expression of differentially regulated genes in rat adrenal gland, we applied experimental model considered in endocrinology as the “gold standard.” Dual control, it means removal of the gonads and replacement with the appropriate hormone allows obtaining results suggesting a physiological role of the tested hormone (estradiol or testosterone) in the regulation of the specific genes. Performed experiments have provided unexpected results. Contrary to expectations, in orchiectomized rats, testosterone replacement stimulates expression of numerous genes, mainly associated with lipids and lipid metabolism. However, in ovariectomized animals, estradiol replacement inhibits the expression of genes, mainly those involved in intracellular signaling pathways.

In the present study, to demonstrate the effect of estradiol and testosterone on the expression of differentially regulated genes in rat adrenal gland, we applied the classical method used to study endocrine glands, it means “remove and replace” (gonadectomy and gonadal hormone replacement). Performed experiments have provided unexpected results. Contrary to expectations, in orchiectomized rats, testosterone replacement stimulates expression of numerous genes, mainly associated with lipids and lipid metabolism. However, in ovariectomized animals, estradiol replacement inhibits the expression of genes, mainly those involved in intracellular signaling pathways.

## Materials and Methods

### Animals and Experiments

Adult female and male Wistar rats (12 weeks old; body weight: 120–150 g) were obtained from the Laboratory Animals Breeding Center, Department of Toxicology, Poznan University of Medical Sciences, Poznan, Poland. Animals were kept under standardized conditions of light (14:10 h light–dark cycle, illumination onset 06.00) at constant temperature (23°C) with free access to standard food pellets and water. All experiments were carried out between 10 and 11 am. All procedures described herein were approved by the Local Ethics Committee for Animal Research (Poznan, Poland), permission number: LKE—11/2015. All possible efforts have been done to minimize the number of animals and their suffering.

Rats were gonadectomized or sham operated under ketamine (100 mg/kg, i.p.) and xylazine (10 mg/kg, i.p.) anesthesia. ORX was performed via scrotal access while OVX by two dorsolateral incisions. Fourteen days after surgery, half of ORX rats was replaced with testosterone (s.c. injection of Testoviron-Depot, Schering AG, Berlin, 5 mg/100 g body weight), while half of OVX animals with estradiol (s.c. injection of Estradiol-Depot, Jenapharm, 0.5 mg/100 g body weight). Doses of administered depo hormones were based on previous reports (21–24). It is believed that from both compounds either testosterone or estradiol are liberated slowly, providing a physiological hormone levels in gonadectomized rats. As emphasized by Schulte-Beerbühl and Nieschlag (24), increasing the dose of injected testosterone esters appears not to influence the maximal concentrations of testosterone in the blood but rather the duration of the effect. Moreover, administration of depo compounds allows to avoid the stress evoked by daily administration of the tested substances. After 2 weeks (4 weeks post surgery), rats were decapitated. Adrenal glands were collected to RNAlader and stored in −70°C for further analyses. Seminal vesicles and uteri were also collected and weighed.

### Corticosterone, Cholesterol, and Lipoproteins Detection

Serum corticosterone levels were determined by means of ELISA kit (ELISA Demeditec kit). Serum total cholesterol, lipoproteins, and triglycerides concentrations were evaluated by means of Roche Cobas Integra 400+ system.

### RNA Extraction

Total RNA was extracted from samples of entire adrenals using TRI Reagent (Sigma, St. Louis, MO, USA) and RNeasy MinElute cleanup Kit (Qiagen, Hilden, Germany). The amount of total mRNA was determined from the optical density at 260 nm, and the RNA purity was estimated using the 260/280 nm absorption ratio (higher than 1.8) (NanoDrop spectrophotometer, Thermo Scientific, ALAB, Poland). The RNA integrity and quality were checked in a Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA). The resulting RNA integrity numbers were between 8.5 and 10 with an average of 9.2 (Agilent Technologies, Inc., Santa Clara, CA, USA). Each sample was diluted to the RNA concentration of 100 ng/µl, at the OD260/OD280 ratio of 1.8/2.0. From each RNA sample, 100 ng of RNA was taken for microarray experiments. The remaining amount of isolated RNA was used for RT-qPCR study.

### Microarray Expression Analysis and Statistics

The Affimetrix procedure and methods of analyzes were described previously (19, 25–27). Total RNA (100 ng) from each sample was subjected to two rounds of sense cDNA amplification (Ambion^®^ WT Expression Kit) (Ambion, TX, USA). The obtained cDNA was used for biotin labeling and fragmentation using AffymetrixGeneChip^®^ WT Terminal Labeling and Hybridization kit (Affymetrix, Santa Clara, CA, USA). Biotin-labeled fragments of cDNA (5.5 µg) were hybridized to Affymetrix^®^ Rat Gene 2.1 ST Array Strip (48°C/20 h). Then, microarrays were washed and stained according to the technical protocol, using Affymetrix GeneAtlas Fuidics Station. The array strips were scanned employing Imaging Station of GeneAtlas System. The preliminary analysis of the scanned chips was performed using AffymetrixGeneAtlasTM Operating Software. The quality of gene expression data was checked according to quality control criteria provided by the software. Obtained CEL files were imported into downstream data analysis.

All analyzes were performed using BioConductor software, based on the statistical R programming language. For background correction, normalization, and summation of raw data, the Robust Multiarray Averaging algorithm implemented in “affy” package of BioConductor was applied (28). Biological annotation was taken from BioConductor “oligo” package where annotated data frame object was merged with normalized data set, leading to a complete gene data table (29).

The selection criteria of a significantly changed gene expression were based on expression fold difference higher than abs. 2 and adjusted *p* value <0.05. The result of such a selection was presented as volcano plots, where total number of up- and downregulated genes has been shown.

Data files were also deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/) under the GEO accession number GEO: GSE93726.

### Assignment of the Genes Regulated by Sex Hormones to Relevant Gene Ontology Terms

Sets of female and male genes regulated by sex hormones were also subjected to functional annotation clusterization using DAVID web-based bioinformatics tools (Database for Annotation, Visualization, and Integrated Discovery) (30). Gene symbols for up- or downregulated genes from each of the compared groups were loaded to DAVID by “RDAVIDWebService” BioConductor package (31). Functional annotation charts generated by DAVID with overrepresented gene annotations in gene ontology biological process database (BO BP FAT) were shown as box plot. Interested gene sets from DAVID functional annotation charts were also subjected to hierarchical clusterization algorithm and presented as a heatmaps. Such analyses were carried out separately for male and female data sets. Arbitrary signal intensities from selected genes were represented by colors (green—higher; red—lower expression value). Log2 signal intensity values for any single gene were resized to Row *Z*-score scale (from −1.5, the lowest expression, to +1.5, the highest expression for single gene). Additionally, gene names and calculated fold values were also shown.

### Gene Set Enrichment Analysis (GSEA)

Gene Set Enrichment Analysis is a computational method used for testing *a priori* defined gene sets (GO terms, pathways) for association with one of the two compared biological groups. The method uses Kolmogorov–Smirnov (K-S) statistical test for identification of significantly enriched or depleted groups of genes (32). GSEA analysis has been conducted using GSEA Java Desktop Application from Broad Institute (http://software.broadinstitute.org/gsea/index.jsp). Normalized data from all of genes were transformed to an appropriate format and imported to application. Then, a predefined gene sets database named Hallmark was selected from Molecular Signatures Database (33). Genes belonging to the selected set were ranked according to the difference in their expression level using signal-to-noise ratio with 1,000 times permutation. By walking down the ranked list of genes, the enrichment score (ES) was calculated for each selected gene set. It was done by sum statistic when a gene was present in the gene set and decreasing it when it was not (34). ESs were normalized by their gene set size, and false positive finding were corrected by FDR.

### QPCR

QPCR was performed by means of the Lightcycler 2.0 instrument (ROCHE) with the 4.05 software version. SYBR green detection system was applied as described earlier (19, 25–27, 35–37). Every 20 μl reaction mixtures contains 2 μl template cDNA (standard or control), 0.5 μM of specific primer, and a previously determined optimum MgCl_2_ concentration (3.5 μM for each reaction). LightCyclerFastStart DNA Master SYBR Green I mix (ROCHE) was used. The real-time PCR program included 10 min denaturation step to activate the Taq DNA Polymerase, followed by a three-step amplification program: denaturation at 95°C for 10 s, annealing at 56°C for 5 s, and extension at 72°C for 10 s. Specificity of reaction products was checked by determination of melting points (0.1°C/s transition rate). Expression of studied genes was related to B2m, only in case of Hcrtr2 to PBGD.

The primers used were designed by Primer 3 software (Whitehead Institute for Biomedical Research, Cambridge, MA, USA) (Table 1). They were purchased from the Laboratory of DNA Sequencing and Oligonucleotide Synthesis, Institute of Biochemistry and Biophysics, Polish Academy of Sciences, Warsaw.

**Table 1:** **Primers used for QPCR validation of selected genes**.

cDNA	Genbank accession number	Primer	Primer sequence (5′–3′)	Position	PCR product size (bp)
Hcrtr2	NM_013074.1	S	GGCTTATCTCCAAATATTCCG	782–802	68
		A	CTCTGAACCACAGAAGAAGT	831–849	
AR	NM_012502.1	S	ATCATCTCTGTGCAAGTGCCC	3,634–3,654	162
		A	CCCATGCCAGAGAAGTAGTG	3,776–3,795	
ERa	NM_012689.1	S	ATGATGGGCTTATTGACCAAC	1,248–1,268	137
		A	AGGATCTCCAACCAGGCACA	1,365–1,384	
ERb	NM_012754.1	S	TCTGTGTGAAGGCCATGATC	1,474–1,493	237
		A	GCAGATGTTCCATGCCCTTG	1,691–1,710	
ERRa	NM_001008511.2	S	CTCTCTACCCAAACGCCTCT	334–353	234
		A	CGCACACCCTCCTTGAGCAT	548–567	
Mc2r	NM_001100491.1	S	GGACAAGGGGGGAGGCAGA	110–118	201
		A	TGGCACAACTACATCAGGAC	281–300	
Hmgcr	NM_013134.2	S	GACGCAACCTCTACATCCG	1,966–1,984	142
		A	TAGTTACCACTGACCGCCAGA	2,087–2,107	
B2m	NM_012512.2	S	CTTGCAGAGTTAAACACGTCA	316–336	70
		A	CTTGATTACATGTCTCGGTC	366–385	
PBGD	NM_013168.2	S	GAAAGACCCTGGAAACCTT	522–540	148
		A	AGCTCATCCAGCTTCCGTA	651–669	

*Gene symbol, gene names, Genebank accession numbers, oligonucleotide sequences for sense and antisense primers, their position, and product size are shown*.

### Statistical Analysis

The applied statistical analyses of gene expression are parts of the softwares used. The RT-QPCR data, on the other hand, are expressed as the mean ± SE, and the statistical significance of the differences between the compared groups was estimated using the Student’s *t*-test.

## Results

To study the modulatory effects of sex hormones on adrenal gland transcriptome profile, adult female and male rats were gonadectomized and replaced with estradiol or testosterone. The efficacy of the treatments has been demonstrated by seminal vesicles and uterine weights. As expected, weight of the examined organs decreased significantly after removal of gonads, whereas the weight of seminal vesicles and uteri were increased in the groups replaced with sex hormone [uterine weight (g): sham operated 0.42 ± 0.03, OVX 0.06 ± 0.01, OVX + estradiol replaced 0.37 ± 0.02; seminal vesicle weights: sham operated 0.41 ± 0.03, ORX 0.09 ± 0.01, ORX + testosterone replaced 0.85 ± 0.03; in each group *n* = 6; mean ± SE].

In these experimental conditions, ORX increases serum corticosterone concentrations, an effect reversed by testosterone replacement (Figure S1 in Supplementary Material). In the female, on the other hand, ovariectomy reduces serum corticosterone levels, while estradiol replacement restores corticosterone levels to the control values. In ORX rats, serum levels of the total cholesterol, LDL, and HDL were elevated, an effect reversed by testosterone replacement (Figure S2 in Supplementary Material). In OVX rats, serum levels of the total cholesterol, LDL, and HDL were higher and of triglyceride lower than in sham-operated animals. Estradiol supplementation restores these changes to the normal values.

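The deposited values describe whole adrenal RNA of 30 adult Wistar rats, each on its own Affymetrix Rat Gene 2.1 ST array. There were 5 rats in each of 6 groups: control males, ORX males, ORX males given testosterone (ORX + T), control females, OVX females and OVX females given estradiol (OVX + E). Controls were sham operated. Hormones were injected 14 days after surgery, testosterone at 5 mg and estradiol at 0.5 mg per 100 g of body weight, and glands were taken 4 weeks after surgery. The authors corrected the background, normalized and summarized the probes by RMA, and the deposited unit is the log2 signal, which ran from 2.81 to 12.82. The table holds 36685 probe sets, of which 14824 carry exactly 1 gene symbol in the probe annotation, 829 carry several and 21032 carry none. The 14824 probe sets stand for 14557 genes, and the brightest probe set was taken for the 234 genes that have more than one. Srd5a1, Esr1, Hmgcs1, Cyp51 and Star are among the genes without a named probe set, so no value is given for them. Medians of the arrays lay between 4.36 and 4.63, and the number of arrays limits the precision of each group mean. The SD of the log2 signal was 1.67 to 1.75 on 20 arrays and narrower, 1.43 to 1.60, on the other 10. Narrow arrays occurred in every group, with 1 among control males, 2 in ORX, 2 in ORX + T, 1 among control females, 2 in OVX and 2 in OVX + E. No narrow array had replicate number 1 or 4. Which arrays were normalized together is not known. All 30 arrays were fitted in 1 linear model with limma, which shares 1 estimate of the spread between rats over 24 residual degrees of freedom. A gene counted as changed at a fold above 2 and an adjusted p under 0.05, with the adjustment of Benjamini and Hochberg over all 14557 genes within a comparison. Gene groups were lists written from textbook knowledge before the data were examined, but after Table S1 and the figures had been read. Within a list, a gene is said to have risen or fallen at an adjusted p under 0.05 without the fold limit. 28 lists with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays. A list said to lie higher or lower rests on the preset correlation. At that setting other splits of the arrays also gave very small p, so it does not measure the error between rats. The Hallmark and gene ontology collections themselves were not used. Several list members are printed in Table S1, which was made from these rats, so the direction of those lists is not independent evidence. The genome build behind the probe annotation is not stated, so no coordinates are given.

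**Figure D1:**
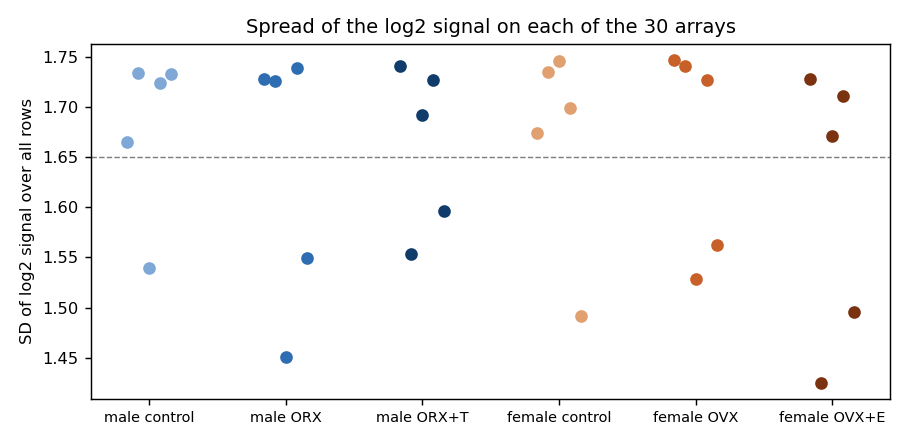
SD of the log2 signal over all probe sets (y axis, log2 units) for each of the 30 arrays, by group (x axis, 5 points per group). Points under the dashed line are the 10 narrow arrays, at 1.43 to 1.60, which occur in each of the 6 groups.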

Adrenals obtained from five rats from each group were used for whole transcriptome analysis using Afymetrix microarray method, where expression of approximately 30,000 genes was examined. General gene expression profiles resulting from the comparison of male and female controls with appropriate experimental groups are shown as volcano plots (Figure 1). The selection criteria of a significantly changed gene expression level was based on expression fold difference higher than abs. 2 and adjusted *p* value <0.05. Considering these assumptions, ORX vs. control male adrenal transcription profile comparisons revealed that 36 genes were expressed differentially (28 down- and 8 upregulated genes). 

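After ORX, the clock gene Dbp rose and its counterpart Bmal1 fell, together with the fatty acid transporter Cd36. Clock genes were shifted in the same direction in every gonadectomized group, with or without hormone. The hour at which glands were taken and an effect of gonadectomy on the clock cannot be told apart. With named probe sets, 8 genes changed, 1 up and 7 down. Dbp (Entrez Gene 24309), a transcription factor driven by the circadian clock, had a log2 signal of 10.01 ± 0.15 (SD, n = 5) in ORX and 8.63 ± 0.38 (SD, n = 5) in control males. Its log2 fold change was 1.38 (SE 0.17, adjusted p = 0.000138) from limma. Bmal1 (Entrez Gene 29657), a core clock activator, and its dimer partner Npas2 fell, with log2 fold changes of -1.50 (SE 0.27, adjusted p = 0.0161) and -1.29 (SE 0.23, adjusted p = 0.0144). Cd36 (Entrez Gene 29184), which takes up fatty acids and lipoproteins, was at 6.71 ± 0.58 in ORX and 8.52 ± 0.38 in controls (SD, n = 5 each), a log2 fold change of -1.81 (SE 0.28, adjusted p = 0.00228). The other genes that fell were Spetex2g at -1.72, Tubb3 at -1.42, Gpr55 at -1.27 and Stard10 at -1.13, with adjusted p = 0.000138, 0.0144, 0.000138 and 0.027. For each of these 8 genes, chosen on the same values, the 5 ORX values lay apart from the 5 control values. Over all 14557 genes this held for 141, and chance gives it for 0.794% of genes.

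Of the 4 measured clock genes that peak in phase with Dbp, 1 rose and 3 did not pass the test, and the list lay higher as a whole (camera adjusted p = 4.17e-08, and adjusted p = 0.0193 with an estimated correlation). Of the 5 measured genes of the opposite phase, 2 fell and 3 did not pass the test, and that list lay lower (camera adjusted p = 1.47e-05, and adjusted p = 0.152 with an estimated correlation). Dbp, Bmal1 and Npas2 are printed in Table S1, so the direction of these lists is not independent evidence. In the first list 3 genes rose and in the second 2 fell when adjusted over the list alone. The count of 8 was 4 without control replicate 4, 4 without control replicate 5 and 4 without ORX replicate 5, and the calls of Npas2, Tubb3 and Bmal1 were lost without each of these arrays, that of Bmal1 also without control replicate 2 or ORX replicate 3 (adjusted p up to 0.0707). The call of Stard10 was lost without control replicate 1, 2, 4 or 5 or ORX replicate 3 or 5 (adjusted p up to 0.122), and it came under 2-fold without the narrow arrays. The count was 28 without the 10 narrow arrays, 18 up and 10 down, and 2 when only the 10 arrays compared were fitted. With the replicate number as a block 4 genes changed, and Gpr55, Npas2, Tubb3 and Stard10 lost their calls.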

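In ORX + T glands, the lipid genes Acsbg1, Pex11a and Dgat2 stood above the level of control males, and clock genes stood apart as well. The clock shift, present in every gonadectomized group, cannot be told apart from a difference in the hour of death. Acsbg1 (Entrez Gene 171410), an acyl-CoA synthetase that activates very long-chain fatty acids, was at 10.20 ± 0.17 in ORX + T and 6.22 ± 0.32 in controls (log2 signal, SD, n = 5 each). Its log2 fold change was 3.98 (SE 0.14, adjusted p = 2.76e-17) from limma. Pex11a, which acts in peroxisome division, rose by 2.04 (SE 0.24, adjusted p = 6.92e-06), and Dgat2, which makes triglycerides, by 1.57 (SE 0.27, adjusted p = 0.000997). The sodium-proton exchanger Slc9a3 rose by 3.21, the heme carrier Hpx by 2.03 and Hoga1 by 1.94, with adjusted p = 8.01e-15, 0.000122 and 5.13e-07. Arhgap32 had the lowest log2 fold change among the named genes, -2.47 (SE 0.31, adjusted p = 1.85e-05). Myom2 was at -1.75, Sptssb at -1.69 and Hid1 at -2.02, with adjusted p = 0.00326, 0.00984 and 0.0221.

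Of the clock genes in phase with Dbp, 3 of 4 rose, Dbp by 1.52, Per3 by 1.34 and Per2 by 1.07 (camera adjusted p = 1.41e-19 for the list, and adjusted p = 8.14e-05 with an estimated correlation). Of the 5 genes of the opposite phase, 3 fell, Bmal1 at -2.20, Npas2 at -1.38 and Nfil3 at -0.91 on the log2 scale (camera adjusted p = 1.04e-15, and adjusted p = 0.00119 with an estimated correlation). Adjusted over the list alone, 4 and 4 genes passed, and members of both lists are printed in Table S1, so their direction is not independent evidence. With named probe sets, 68 genes changed, 51 up and 17 down, and for 64 of them the groups did not overlap. Without a fold limit, 137 genes passed the adjusted p, 92 up and 45 down. The 17 became 10 without control replicate 2 and with the block, 11 without control replicate 5 or ORX + T replicate 2 or 5 and 28 with array weights, and the 51 became 32 without control replicate 3, 79 with array weights and 77 with the array SD as a covariate. The call of Per2 was lost without control replicate 1, 2 or 3 or ORX + T replicate 1 or 4 (adjusted p up to 0.120), that of Hid1 without control replicate 1, 2, 4 or 5 or ORX + T replicate 1, 2 or 5 (up to 0.0861), and that of Sptssb without ORX + T replicate 4 (0.0518). All 3 calls were lost with the replicate number as a block.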

In the next compared groups: ORX + T vs. control males, we revealed 93 differentially expressed genes (27 down- and 66 upregulated). The last comparison of ORX + T vs. ORX groups revealed 205 differentially expressed genes (65 down- and 140 upregulated). 

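Testosterone given to ORX rats raised the acyl-CoA synthetase Acsbg1 and the fatty acid transporter Cd36, and lowered the cytoskeletal regulator Arhgap32 and the zinc finger gene Giot1. Acsbg1 was at 5.57 ± 0.21 in ORX (log2 signal, SD, n = 5), so its log2 fold change in ORX + T against ORX was 4.63 (SE 0.14, adjusted p = 5.2e-19) from limma. Cd36 was at 9.45 ± 0.30 in ORX + T (SD, n = 5), 2.74 above ORX (SE 0.28, adjusted p = 1.85e-07). Ass1 (Entrez Gene 25698), an enzyme of arginine synthesis, was at 10.11 ± 0.16 in ORX + T and 7.17 ± 0.71 in ORX (SD, n = 5 each), a log2 fold change of 2.94 (SE 0.30, adjusted p = 1.85e-07). Other enzymes that rose were Cyp4f4 at 2.51 and Hoga1 at 2.47, with adjusted p = 3.74e-09 and 3.16e-09. Pex11a rose by 2.49 (adjusted p = 7.16e-08). Slc9a3 at 3.77, the amino acid transporter Slc7a5 at 3.13, the protease Capn8 at 2.52, Hpx at 2.39 and Appl2 at 2.32 were also among the genes of largest rise. So was Plet1, by at least 3.08 on the log2 scale, since 4 of its 5 ORX values lay under the median of their array.

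Among the genes that fell, Arhgap32 (Entrez Gene 315530) had a log2 fold change of -2.88 (SE 0.31, adjusted p = 5.46e-07) and Giot1 (Entrez Gene 171090) of -2.80 (SE 0.31, adjusted p = 5.66e-07). The tendon transcription factor Scx was at -2.30 (adjusted p = 1.85e-07) and the adhesion molecule Nrcam at -2.20 (adjusted p = 3.1e-08). Nptx2 at -2.02, Tcaf1 at -1.98, Zfp347 at -1.87, Osgin2 at -1.68, Actn2 at -1.65, Ccp110 at -1.63, Rpl35l2 at -1.57 and Creb3l1 at -1.55 completed the group. With named probe sets, 152 genes changed, 110 up and 42 down. For 138 of these genes the 5 values of one group did not overlap with the 5 of the other, and without a fold limit 299 genes passed. The 42 became 80 with array weights and 67 both without the narrow arrays and with the array SD as a covariate. Of 10 markers of capsule cells and fibroblasts, 2 rose, Dcn by 0.38 and Postn by 0.78, and the list lay higher (camera adjusted p = 2.69e-07, and adjusted p = 0.215 with an estimated correlation). The count was also 2 when adjusted over the list alone. Of 5 markers of the zona fasciculata, 4 lay below 0 (camera adjusted p = 0.0378, and adjusted p = 0.338 with an estimated correlation).

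**Figure D2:**
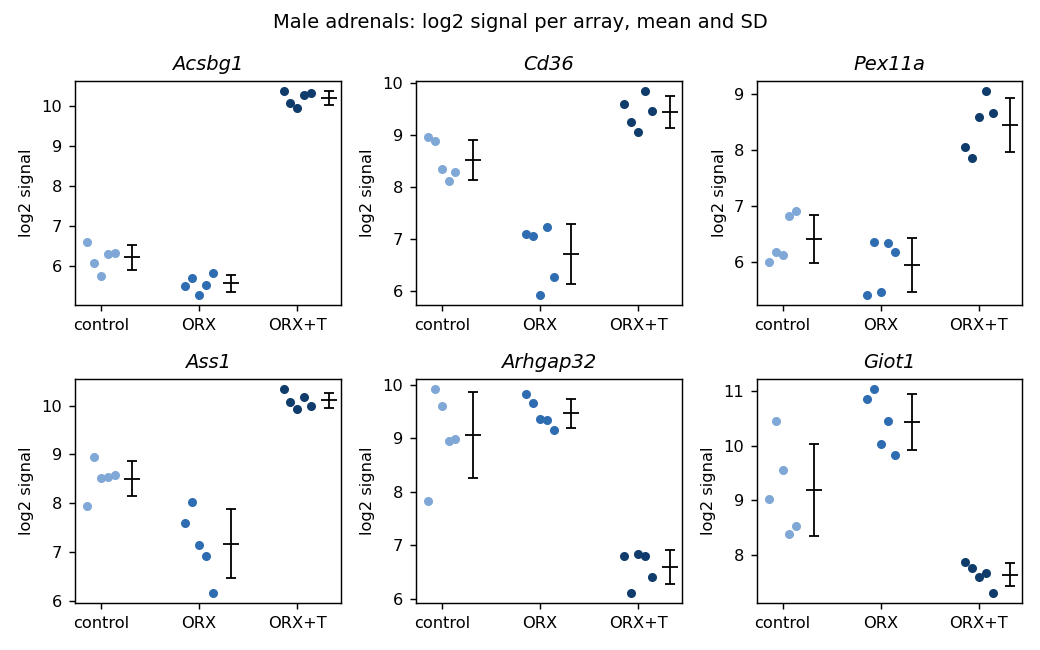
Log2 signal (y axis) of Acsbg1, Cd36, Pex11a, Ass1, Arhgap32 and Giot1 in control, ORX and ORX + T males (x axis). Points are single arrays (n = 5 per group) and bars give the mean ± SD. The ORX + T points of Acsbg1 lie around 10.20, above all control and ORX points.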

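In females, most of the genes that changed with estradiol in OVX rats were lowered. After OVX, Dbp was at 9.00 ± 0.31 against 7.34 ± 0.25 in control females (log2 signal, SD, n = 5 each), a log2 fold change of 1.66 (SE 0.17, adjusted p = 4.66e-06) from limma. Tdrd5 rose by 1.73 (SE 0.22, adjusted p = 0.000112). Vom2r53, with all 5 control values under the median of their array, rose at least 3.24-fold (adjusted p = 0.000545). Hpx rose by 1.62, Fosb by 1.23 and the phosphatidate phosphatase Lpin1 by 1.11, with adjusted p = 0.0131, 0.0218 and 0.0189. In OVX + E against control females, Dbp, the matrix protease Mmp2 and the alarmin Il33 rose by 1.98, 1.97 and 1.60 (adjusted p = 9.84e-08, 0.00664 and 0.00013). Ass1, Adamts9 and the clock repressor Nfil3 fell, at -1.93, -1.66 and -1.63, with adjusted p = 0.0016, 0.0036 and 2.16e-05. The changes of Dbp and Nfil3 belong to the clock shift of every gonadectomized group, which cannot be told apart from a difference in the hour of death.

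In OVX + E against OVX, the stress cytokine Gdf15 (Entrez Gene 29455) was at 5.84 ± 0.55 and 9.21 ± 0.28 (SD, n = 5 each), a log2 fold change of -3.37 (SE 0.51, adjusted p = 0.000137). Dgat1 (Entrez Gene 84497), which makes triglycerides, was at 7.71 ± 0.87 and 10.64 ± 0.18 (SD, n = 5 each), a log2 fold change of -2.93 (SE 0.33, adjusted p = 1.89e-06). Adamts9 at -2.82, Hps4 at -2.64, the amino acid transporter Slc1a4 at -2.60 and Ndrg1 at -2.60 fell too, as did Vom2r53, by at least 3.13-fold, with all 5 OVX + E values under the medians. So did Giot1 at -2.25, Scx at -2.18 and Ndufa5 at -2.12. The genes that rose most were Plet1 at 2.30 (SE 0.49, adjusted p = 0.00717), with 2 of 5 OVX values under the medians, the folate receptor Folr1 at 1.75 (SE 0.28, adjusted p = 0.000231) and Il33 at 1.73 (SE 0.21, adjusted p = 6.7e-06). Cd200, Spag1, the sterol carrier Scp2, Tada2a and Ifi47 rose by 1.34, 1.34, 1.29, 1.26 and 1.12. With named probe sets, 16 genes changed after OVX, 23 in OVX + E against controls and 131 in OVX + E against OVX, 12 up and 119 down. Groups did not overlap for 15, 21 and 115 of them, and without a fold limit 24, 34 and 246 genes passed. The 16 genes after OVX became 5 without OVX replicate 2 or 4, 7 without control replicate 1, 8 without OVX replicate 1, 9 without control replicate 2, 3 or 5 and 46 without the narrow arrays, and the 23 became 10 without control replicate 4, 14 without OVX + E replicate 5 and 18 without the narrow arrays. The 12 that rose in OVX + E against OVX became 7 with the females or the 10 arrays alone, 23 with array weights, 25 without OVX + E replicate 2, 26 without the narrow arrays, 28 after quantile normalization and 42 with the array SD as a covariate. With the replicate number as a block, calls were lost for Fosb and Hpx after OVX, Mmp2 and Il33 in OVX + E against control and Plet1 in OVX + E against OVX. Without single arrays, calls were lost for Fosb after OVX (control replicate 1, 2 or 5 or OVX replicate 1, 2 or 4, adjusted p up to 0.114), Lpin1 (control replicate 1 or 5 or OVX replicate 1, 2 or 4, up to 0.105), Hpx (OVX replicate 4, 0.0720) and, in OVX + E against OVX, Scp2 (OVX replicate 2, 3 or 5 or OVX + E replicate 1, 3 or 4, up to 0.0902). Of 100 splits of the OVX and OVX + E arrays, 5 gave at least 131 genes, the true one and 4 that put all 4 narrow arrays on 1 side, with up to 327 genes. With the array SD as a covariate, a fit chosen after the values were seen, the true split gave 144 genes and the highest other 30.

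**Figure D3:**
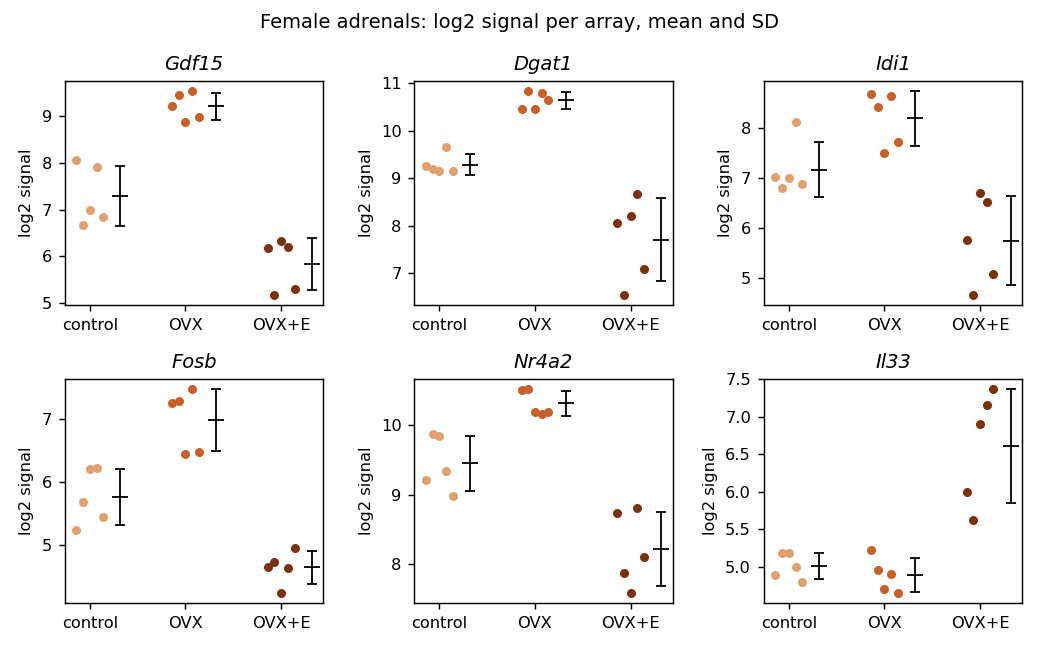
Log2 signal (y axis) of Gdf15, Dgat1, Idi1, Fosb, Nr4a2 and Il33 in control, OVX and OVX + E females (x axis). Points are single arrays (n = 5 per group) and bars give the mean ± SD. The OVX + E mean of Gdf15 is 5.84 and its OVX mean 9.21.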

Similar comparisons performed between OVX vs. control females, OVX + E vs. control females and OVX + E vs. OVX revealed that 18 (0 down- and 18 upregulated), 30 (24 down- and 6 upregulated), and 193 (161 down- and 32 upregulated) genes are differentially expressed, respectively.

**Figure 1:**
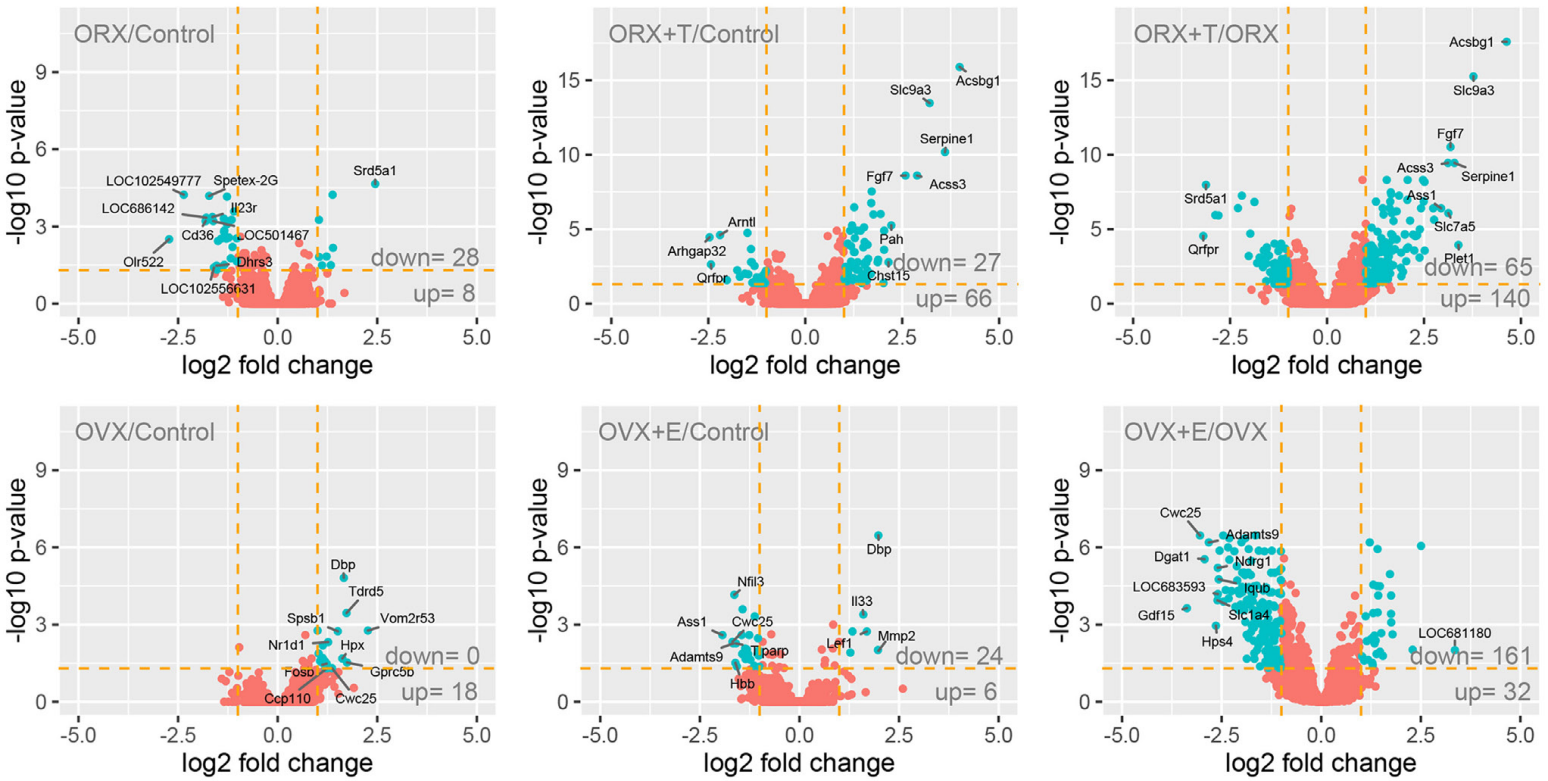
**Volcano plots showing the total gene expression profiles of adrenals of adult male and female control, gonadectomized and gonadal hormone replaced rats**. Each dot represents mean expression (*n* = 5) of a single gene obtained from microarray normalized dataset. Orange dotted cutoff lines were established using the following parameters: fold > |2| and adjusted *p* value <0.05. Genes above cutoff are considered as differentially expressed and shown as blue dots. Total numbers of differentially expressed genes are written in the right bottom corner of the graph. Ten of the most regulated genes are described by their gene symbols.

Correctness of presented study has been verified by detailed analysis of steroid-5-alpha-reductase alpha polypeptide 1 (Srd5a1) and hypocretin (orexin) receptor 2 (Hcrtr2) gene expression. Both, studied enzyme and receptor genes were earlier described as regulated by sex hormones. Profile of Srd5a1 gene expression was extracted from normalized microarray data set and presented on Figure 2A. Expression of Srd5a1 was significantly increased after gonadectomy (fold = 5.46, *p* = 2.23E-05 for male, and fold = 2.17, *p* = 0.049 for female, in relation to appropriate control groups) and reversed by sex hormone replacement (fold = −1.6, *p* = 0.605 for male and fold = −2.28, *p* = 0.063 for female, in relation to control groups). As revealed by QPCR, also expression of Hcrtr2 is notably decreased in ORX and reversed by testosterone. On the contrary, in OVX rats expression of Hcrtr2 was elevated and again this effect was reversed by estradiol replacement (Figure 2B).

**Figure 2:**
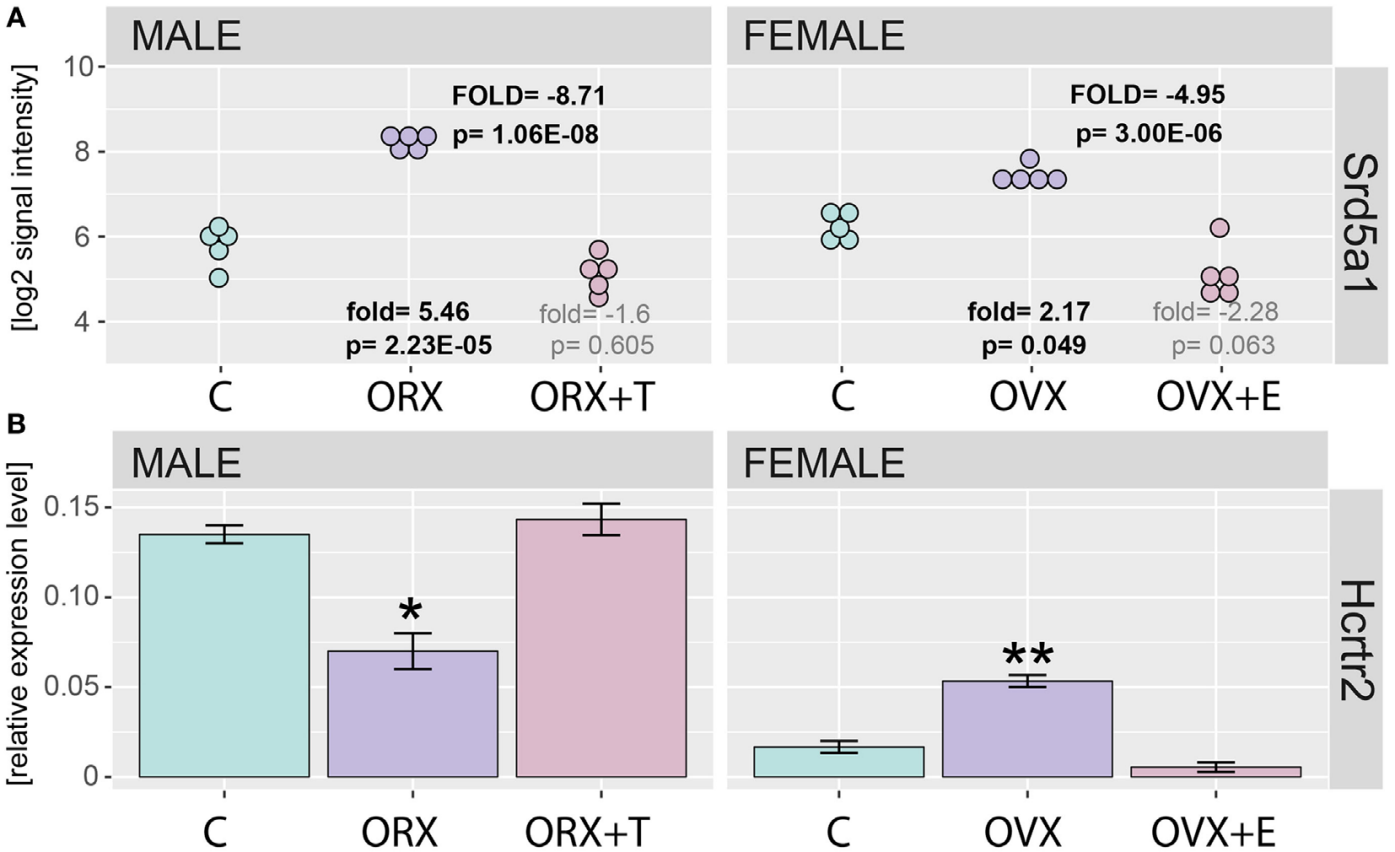
**Expression of Srd5a1 and Hcrtr2 genes in applied experimental model**. **(A)** Expression values were extracted from microarray normalized data set and presented as log2 signal intensity scale. Fold and *p* values were calculated in relation to appropriate control groups (showed on bottom) or between gonadectomized [orchiectomy (ORX) or ovariectomy (OVX)] and gonadectomized + sex hormone replaced (ORX + T, OVX + E) groups (showed on the top “FOLD” in capitals). In each group, *n* = 5. *p* Value obtained from moderated *t* test with FDR correction (incorporated in the Limma package of the software). **(B)** QPCR assay of Hcrtr2 genes in adrenals of adult male and female control, gonadectomized and gonadal hormone replaced rats. Bars represent means ± SEM (*n* = 5). HPRT gene was used as reference for data normalization. Statistically significant differences in relation to control group (Student’s *t*-test): *p < 0.05; **p < 0.02; ***p < 0.01; ****p < 0.001.

Differentially expressed gene sets were subsequently used for screening of their overrepresentation in some particular gene ontological groups. For this reason, gene symbols from all previously mentioned comparisons were loaded to DAVID searching system. Due to the small number of differentially expressed genes in ORX vs. control, OVX vs. control, and OVX + E vs. control, we did not obtain statistically significant GO groups in the abovementioned comparisons. Comparison between ORX + T vs. control males revealed two GO terms formed by differentially expressed genes: “small molecule biosynthetic process” and “lipid metabolic process” (Figure 3A). Genes from these GO terms were upregulated in ORX + T group in relation to male control. 

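Between ORX + T and control males, 4 genes of the fatty acid lists passed the test. Of 16 measured genes of fatty acid and triglyceride synthesis, 2 rose, Dgat2 and the elongase Elovl6, none fell and 14 did not pass the test. Elovl6 had a log2 fold change of 1.59 (SE 0.36, adjusted p = 0.0237) from limma. The median over the list was 0.17 on the log2 scale, and the list lay higher by camera (adjusted p = 0.000467, and adjusted p = 0.488 with an estimated correlation). Adjusted over the list alone, 5 genes rose and 1 fell. Of 26 genes of fatty acid oxidation, 2 rose, Pex11a and the peroxisomal lyase Hacl1, none fell and 24 did not pass. Hacl1 rose by 1.28 (SE 0.22, adjusted p = 0.00114). Cpt1a, the entry step of mitochondrial oxidation, was at 1.10 (adjusted p = 0.123). The oxidation list had a median of 0.17 and lay higher (camera adjusted p = 1.63e-06, and adjusted p = 0.501 with an estimated correlation), with 3 genes up when adjusted over the list alone. Markers of cell types moved in the same glands: those of capsule cells and fibroblasts lay higher, 10 of 10 above 0 (camera adjusted p = 1.05e-06, and adjusted p = 0.119 with an estimated correlation), and those of chromaffin cells lower, 9 of 12 below 0 (camera adjusted p = 0.000992, and adjusted p = 0.264 with an estimated correlation). Dgat2, Elovl6, Pex11a and Hacl1 are printed in Table S1, so neither list is independent evidence of direction. Of 100 splits of the 10 arrays, 11 gave a camera p as small for synthesis and 6 for oxidation, the true split included. The call of Elovl6 was lost without control replicate 1 (adjusted p = 0.0983), without control replicate 3 and without ORX + T replicate 1, 4 or 5.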

In the next comparison, 35 GO terms were formed from genes differentially expressed in ORX + T vs. ORX groups. Some of obtained GO groups have a general meaning, e.g., “response to organic substance,” “response to chemical stimulus” but other seems to be more related to adrenal physiology, i.e., “response to steroid hormone” or “lipid metabolic process.” 

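In ORX + T against ORX, the desaturases Fads1 and Scd2 rose, and Cyp11b1, the last enzyme of corticosterone synthesis, fell. Of 16 genes of fatty acid and triglyceride synthesis, 6 rose, 1 fell and 9 did not pass the test. Fads1 and Scd2 rose by 0.63 and 0.73, Acss2, which makes acetyl-CoA from acetate, by 0.92, and Dgat2 by 1.33, with adjusted p = 0.000239, 0.00277, 0.00467 and 0.00296 from limma. The malic enzyme Me1, a source of NADPH for the same pathway, had a log2 fold change of -1.21 (SE 0.18, adjusted p = 7.64e-05). The median of the list was 0.29 and the list lay higher (camera adjusted p = 1.94e-06, and adjusted p = 0.338 with an estimated correlation). Adjusted over the list alone, 8 of its genes rose and 2 fell. Of 26 genes of fatty acid oxidation, 2 rose, Pex11a and Hacl1, and 24 did not pass (median 0.19, camera adjusted p = 1.94e-06, and adjusted p = 0.523 with an estimated correlation). When adjusted over the list alone, 3 rose. Several members of both lists are printed in Table S1, so their direction is not independent evidence.

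Of 13 genes of steroidogenesis, 1 rose, 4 fell and 8 did not pass, with 0 past 2-fold. Cyp11b1 (Entrez Gene 500892), which makes corticosterone, had a log2 fold change of -0.97 (SE 0.11, adjusted p = 7.24e-07), and its electron donor Fdx1 of -0.60 (SE 0.09, adjusted p = 0.000172). Akr1b7 at -0.46 and Hsd11b2 at -0.75 fell as well, with adjusted p = 0.0383 and 0.0445. Mc2r, the ACTH receptor, rose by 1.00 (SE 0.17, adjusted p = 0.000496). Over the 13 genes the median was -0.31 and the list lay lower (camera adjusted p = 0.00181, and adjusted p = 0.519 with an estimated correlation), with 2 genes up and 4 down when adjusted over the list alone. A running-sum score as in GSEA, with 100 relabelings of the arrays, was -1.22 for this list and did not pass (permutation p = 0.235). Of 22 proliferation genes, 1 fell, Tyms at -1.05, and 21 did not pass (camera adjusted p = 1.52e-05 for a lower list, and adjusted p = 0.254 with an estimated correlation). In all, 11 of 28 lists passed with the preset correlation and 0 with the estimated one. The call of Tyms was lost without any single array of these groups other than ORX replicate 3 or 5, with adjusted p up to 0.159, and with the replicate number as a block.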

All of presented GO terms were upregulated in ORX + T group in relation to ORX (Figure 3B). The last presented GO term graph demonstrates OVX + E vs. OVX groups comparisons, which delivered 24 GO terms. It is worth to notice that genes formed presented GO terms are downregulated in OVX + E vs. OVX group (Figure 3C). In this comparison, “lipid metabolic process” term was also statistically significant, and for this reason, genes belonging to this process in ORX + T vs. ORX as well as OVX + E vs. OVX were selected for hierarchical clusterization and presented as heatmap on Figure 4. 

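Among the genes that fell in OVX rats given estradiol were the stress factor Atf4, the heat shock cochaperone Bag3 and the triglyceride enzyme Dgat1. Of 23 measured genes of the amino acid and integrated stress response, 10 fell, none rose and 13 did not pass the test. Atf4 itself had a log2 fold change of -1.01 (SE 0.13, adjusted p = 1.19e-05) from limma. It came under 2-fold without OVX replicate 4 or 5 or OVX + E replicate 2 or 5, without the narrow arrays, and with array weights or quantile normalization. The targets Nupr1, Ppp1r15a and Gpt2 fell too, at -1.34, -1.33 and -1.43 (adjusted p = 0.000186, 0.000349 and 0.00293), and Gpt2 lost its call without the narrow arrays. Over the 23 genes the median was -0.53 (camera adjusted p = 9.78e-21, and adjusted p = 0.0691 with an estimated correlation), with 12 genes down when adjusted over the list alone. Of 15 heat shock genes, 7 fell, among them the cochaperone Bag3 at -2.05 (SE 0.28, adjusted p = 3.87e-05), Hspb8 at -1.76 and Dnajb1 at -1.28. Their median was -0.82 (camera adjusted p = 4.34e-19, and adjusted p = 0.0481 with an estimated correlation), and 9 fell when adjusted over the list alone. Of 16 genes of fatty acid and triglyceride synthesis, 3 fell, Dgat1, Lpin1 at -1.62 and Me1 at -0.87 (list median -0.16, camera adjusted p = 0.000198, and adjusted p = 0.413 with an estimated correlation). The count was 3 as well when adjusted over the list alone. Members of all these lists are printed in Table S1, so their direction is not independent evidence.

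Markers of several cell types lay lower in the same glands. Of 10 macrophage markers, 1 fell, Cd74 at -0.75 (SE 0.12, adjusted p = 0.000385), and 9 did not pass (list median -0.55, camera adjusted p = 6.49e-10, and adjusted p = 0.101 with an estimated correlation). Of 10 markers of the zona glomerulosa, 1 fell, the aldosterone synthase Cyp11b2 (list median -0.57, camera adjusted p = 2.85e-07, and adjusted p = 0.101 with an estimated correlation). When adjusted over the list alone, 7 macrophage and 6 glomerulosa markers fell. Markers of endothelium, capsule cells and fibroblasts, and chromaffin cells lay lower too, with 9 of 9, 9 of 10 and 9 of 12 below 0 (camera adjusted p = 0.00133, 0.000447 and 0.0315, and 0.413, 0.264 and 0.413 with an estimated correlation), while those of the zona fasciculata did not pass (camera adjusted p = 0.862). In all, 16 of 28 lists passed with the preset correlation, all 16 lower in OVX + E, and 1 passed with the estimated one, the heat shock list.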

To obtain the maps, 22 genes were selected from the “lipid metabolic process” in both male and female comparisons. 

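Of the 22 male genes printed in Fig. 4, 15 have a named probe set, and all 15 had their highest group mean in ORX + T. Their lowest mean was in ORX for 13 of them. Cyp27a1, which oxidizes cholesterol to an oxysterol, had log2 signals of 7.64 ± 0.37 in controls, 6.70 ± 0.67 in ORX and 8.92 ± 0.23 in ORX + T (SD, n = 5 each). Its log2 fold change in ORX + T against ORX was 2.22 (SE 0.29, adjusted p = 1.11e-05) from limma. The retinal reductase Dhrs3 was at 9.29 ± 0.47 in controls, 7.75 ± 0.70 in ORX and 10.01 ± 0.26 in ORX + T (SD, n = 5 each). The sphingomyelinase Smpd1 and the sulfotransferase Sult1a1 rose by 1.59 and 1.60 in ORX + T against ORX (adjusted p = 0.000354 and 0.00498). Nt5e rose by 1.25, Gnpat, the first enzyme of ether lipid synthesis, by 1.19, St3gal5 by 1.04 and Ivd by 1.01. Dgat2 was lowest in controls, at 6.20 ± 0.42 against 6.45 ± 0.58 in ORX (SD, n = 5 each). Elovl6 was at 8.03 ± 0.73 in controls and 8.05 ± 0.53 in ORX, and its lowest median was in ORX. All 15 genes passed both limits in ORX + T against ORX, and as the list was chosen on these rats, no test was made of the list as a whole. Ivd and St3gal5 came under 2-fold without the 10 narrow arrays, at 0.80 and 0.80, and under array weights and quantile normalization, and without ORX replicate 3 or ORX + T replicate 1, Ivd also without ORX replicate 5 or ORX + T replicate 4. Calls were lost for Gnpat without ORX replicate 3 or ORX + T replicate 1 or 4 (adjusted p up to 0.0666), for Mid1ip1 without ORX replicate 3 or 5 or ORX + T replicate 1, 3 or 4 (up to 0.0843), and for Elovl6 without ORX replicate 5 or ORX + T replicate 4 (up to 0.0535).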

All genes from male adrenals belonging to the “lipid metabolic process” are characterized by the highest expression levels in ORX + T group (green color) and the lowest in ORX group (red color). Expression of female genes has opposite profile. 

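Of the 22 female genes printed in Fig. 4, 14 have a named probe set, and all 14 had their highest group mean in OVX and their lowest in OVX + E. Insig1, which holds back cholesterol synthesis, had log2 signals of 8.25 ± 0.27 in controls, 9.20 ± 0.34 in OVX and 7.20 ± 0.33 in OVX + E (SD, n = 5 each). It was 4.01-fold lower in OVX + E than in OVX (adjusted p = 4.91e-07 from limma). Ppard, a nuclear receptor for fatty acids, was at 7.72 ± 0.27 in controls, 8.67 ± 0.36 in OVX and 7.13 ± 0.43 in OVX + E (SD, n = 5 each). The fatty acid binding protein Fabp6 and the insulin receptor substrate Irs2 fell in OVX + E against OVX, at -1.56 and -1.61 on the log2 scale (adjusted p = 0.000165 and 0.00738). Idh1, a cytosolic source of NADPH, was at -1.06, the retinol saturase Retsat at -1.32, Aloxe3 at -1.16 and Ccl19 barely past 2-fold (adjusted p = 0.00147). Cyp11b2 was at 7.92 ± 1.43 in OVX + E and 9.60 ± 0.27 in OVX (SD, n = 5 each), a log2 fold change of -1.68 (SE 0.39, adjusted p = 0.0167). All 14 genes passed both limits in OVX + E against OVX, and the list, chosen on these rats, was not tested as a whole. The call of Cyp11b2 was lost without OVX replicate 2 or 4 or OVX + E replicate 5 (adjusted p up to 0.0632) and with the replicate number as a block, and Idh1 came under 2-fold without the narrow arrays, at -0.91, without OVX + E replicate 2, and with array weights or quantile normalization. Retsat lost its call without those arrays, and Ccl19 came under 2-fold after quantile normalization and without OVX replicate 4 or OVX + E replicate 3 or 5.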

The highest gene expression levels are in OVX (green color) group, while the lowest in OVX + E (red color).

**Figure 3:**
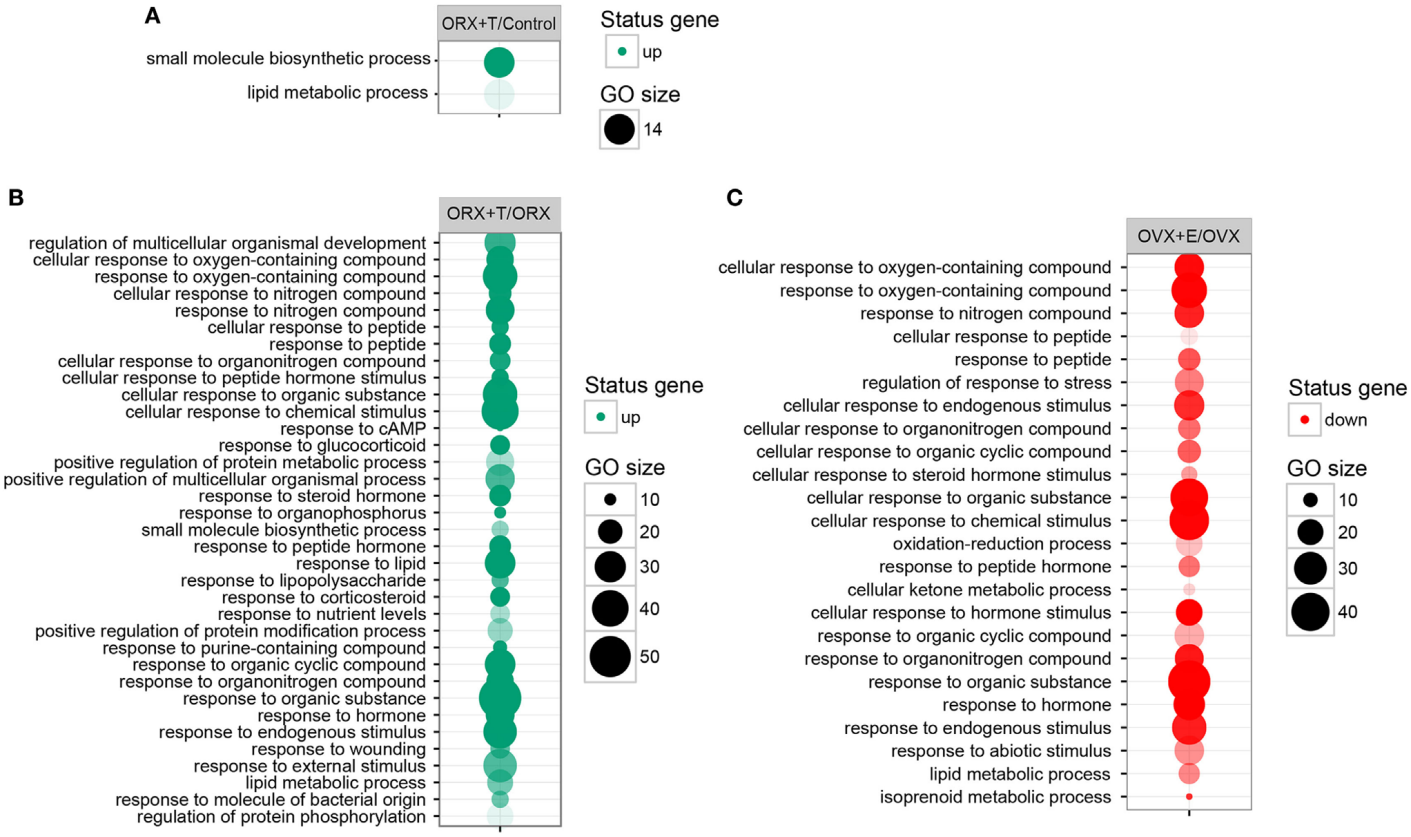
**Bubble plot of overrepresented gene set in DAVID GEOTERM BP FAT annotations database obtained from comparisons of expression profiles between: (A) male control/orchiectomy (ORX) + T, (B) ORX/ORX + T, (C) ovariectomy (OVX)/OVX + E**. The graphs show only the GO groups above the established cutoff criteria (*p* with correction <0.01, minimal number of genes per group >5). The size of each bubble reflects the number of differentially expressed genes, assigned to the GO BP terms. Transparency of the bubbles displays *p* value (more transparent—closer to the border of *p* = 0.01).

**Figure 4:**
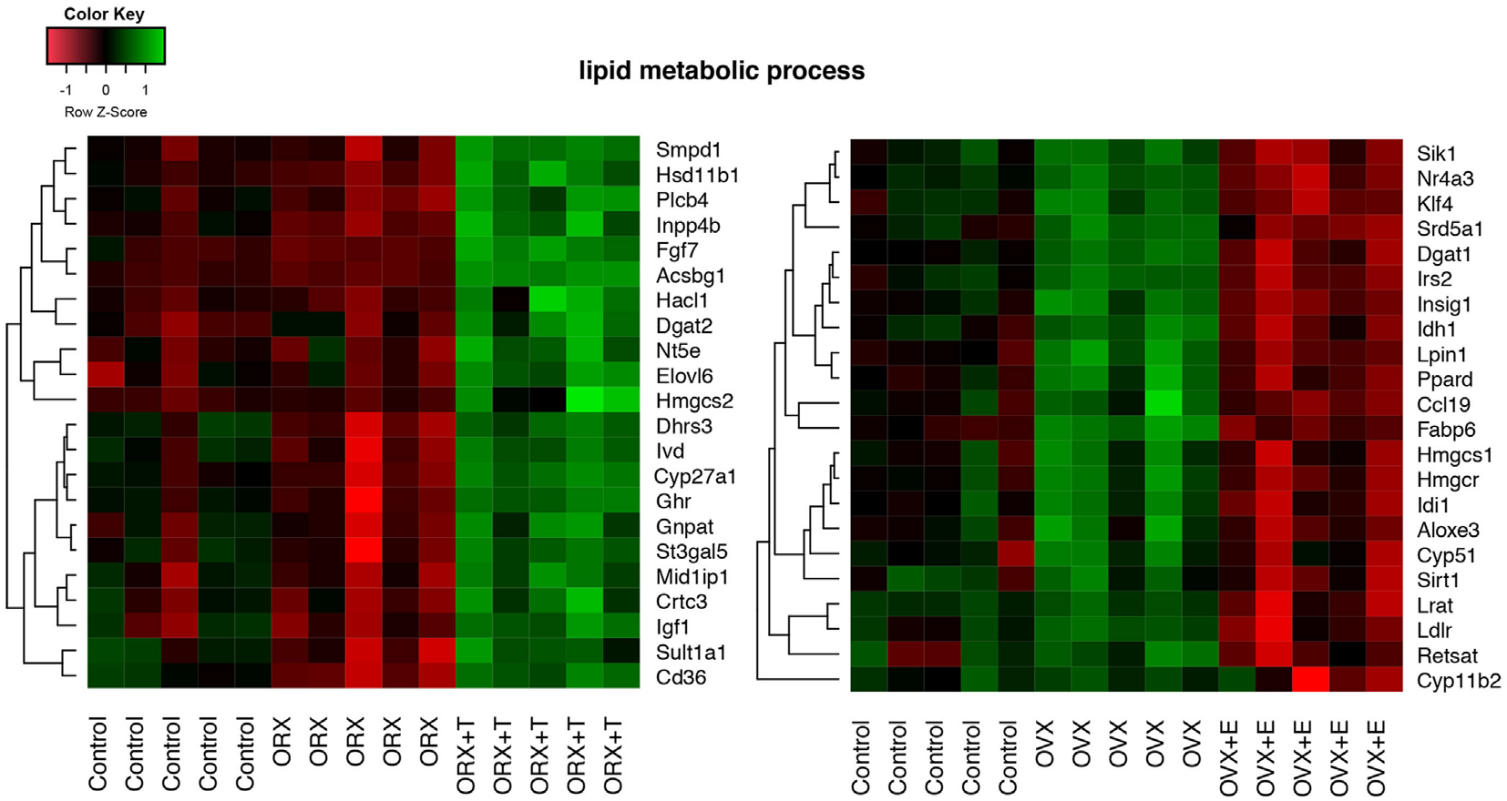
**Heat map graph of male and female adrenal gland genes regulated by sex hormones and belonging to “lipid metabolic process” GO BP term**. Arbitrary signal intensity acquired from the microarray analysis is represented by colors (green—higher; red—lower expression). Log2 signal intensity values for any single gene were resized to Row *Z*-score scale (from −1.5, the lowest expression, to +1.5, the highest expression for single gene). Presented genes are described by their gene symbols. Genes were selected from David GO terms, obtained by comparison of orchiectomy (ORX)/ORX + T and ovariectomy (OVX)/OVX + E. For better data understanding, the control groups have also been shown; however, they were not included into comparisons.

The above presented results were confirmed by another powerful bioinformatics tool that is the Gene Set Enrichment Analysis (GSEA). These analyzes were performed for: OXR/OXR + T and OVX/OVX + E experimental groups. After uploading of normalized expression level data from microarray to the software, we obtained a list of significantly represented terms from Hallmark database software. Ten of the most enrichment terms from each of the comparisons are presented on Figure 5. In accordance with DAVID and heatmap results, presented terms were enriched, it means that expressions of genes were higher in ORX + T (ORX + T/ORX) and OVX (OVX + E/OVX). 

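The changed genes of the replaced against the gonadectomized groups divided by direction in opposite ways in the 2 sexes, with most up in ORX + T and most down in OVX + E. Of the genes changed by either replacement, 24 were shared. Both replacements lowered 16 genes, where chance would give 0.343 (Fisher's exact test, two-sided, p = 1.95e-23), among them Giot1, Scx and Ndrg1. Testosterone raised and estradiol lowered 7 genes, Ass1, Fmo1, Hpx, Lama5, Slc20a1, Slc7a5 and Vim, against 0.899 by chance (Fisher's exact test, two-sided, p = 3.24e-05). Only Plet1 rose with both, and no gene fell with testosterone and rose with estradiol. The response to replacement, tested as the difference between the sexes in limma, differed for 176 genes, 23 higher and 153 lower in females than in males. The 23 became 70 with array weights, 69 after quantile normalization, 72 without the narrow arrays and 119 with the array SD as a covariate, and the 7 shared genes of opposite direction became 4 without the narrow arrays. When single arrays were left out, the calls of Fmo1, Lama5 and Vim in OVX + E against OVX were lost without 8, 7 and 7 of the 10 arrays (adjusted p up to 0.161), and in ORX + T against ORX those of Lama5 and Slc20a1 without 4 and 5 (up to 0.0913). With the replicate number as a block, calls were lost for Fmo1 and Vim in OVX + E against OVX and for Lama5 in ORX + T against ORX. From the terms found with DAVID and with GSEA, the paper proposes that replacement of either hormone acts on genes of lipid and cholesterol metabolism, with a mainly stimulating effect of testosterone and a mainly inhibiting effect of estradiol.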

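Some androgen-responsive genes known from prostate cells rose in ORX + T against ORX, and in the female gland the early response genes Fosb and Nr4a2 fell with estradiol. Of 56 measured androgen response genes, 8 rose in ORX + T against ORX, 1 fell and 47 did not pass the test. The lipid phosphatase Inpp4b rose 3.15-fold (adjusted p = 2.74e-08 from limma). Gpd1l1 rose by 1.69, the cytokine receptor Lifr by 1.69, Appbp2 by 1.51, the galactosyltransferase B4galt1 by 1.49 and the steroid receptor cochaperone Fkbp5 by 0.97 (adjusted p = 1.19e-05, 0.000136, 8.35e-05, 0.00163 and 0.0137). Ndrg1, which androgen raises in prostate cells, fell to a log2 fold change of -1.47 (adjusted p = 0.00442). The list had a median of 0.04 and a mean of 0.20, and lay higher (camera adjusted p = 0.00102, and adjusted p = 0.727 with an estimated correlation). Adjusted over the list alone, 8 rose and 1 fell, and most of these genes are printed in Table S1, so the direction is not independent evidence. Of 100 splits of the arrays, 16 gave a camera p as small, the true one included. The running-sum score of the list was 1.52 (permutation p = 0.0488).

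In OVX + E against OVX, 8 of 29 immediate early genes fell, none rose and 21 did not pass. Fosb (Entrez Gene 100360880), a subunit of the AP-1 transcription factor, had a log2 fold change of -2.34 (SE 0.24, adjusted p = 7.36e-07), and the nuclear receptor Nr4a2 (Entrez Gene 54278) of -2.10 (SE 0.28, adjusted p = 3.01e-05). Klf4, Sik1, Per1 and Errfi1 fell as well, at -2.11, -1.87, -1.49 and -1.32, as did Gem, and Rgs2 was at -1.33 (adjusted p = 0.0451), a call lost without OVX replicate 1, 2, 3 or 4 or OVX + E replicate 2, 3 or 5 (adjusted p up to 0.165). The list had a median of -0.35 (camera adjusted p = 1.32e-14, and adjusted p = 0.112 with an estimated correlation), and 12 of its genes fell when adjusted over the list alone. Most of the genes that fell are printed in Table S1 and are not independent evidence. The macrophage markers of these glands lay lower too, by a mean of -0.57 (SE 0.18) against -0.69 (SE 0.22) for the early genes. Of 34 classical NF-kB targets that are not early genes, 1 fell, Ptgs2 at -0.93 (SE 0.22, adjusted p = 0.0234), none rose and 33 did not pass. Their median was -0.01 and their mean -0.14, with 16 members above 0 and 18 below (camera adjusted p = 0.0484 for a lower list, and adjusted p = 0.413 with an estimated correlation). A running-sum score as in GSEA, with 100 relabelings of the arrays, was -1.79 for the NF-kB list (permutation p = 0.0185) and -1.55 for the early genes (permutation p = 0.0217), both after scaling by the relabeled scores. A single member, 1, fell when adjusted over the list alone, and no member is printed in Table S1. The list's call was lost without OVX replicate 2 or 3 and without OVX + E replicate 1, 3, 4 or 5, with adjusted p up to 0.0790.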

The strongest enriched term in the comparison between ORX + T/ORX refers to “androgen response” while “TNFA signaling via NFKB” term was the strongest enriched in GSEA between OVX + E/OVX. Detailed results of those two terms are presented in Figures 6 and 7. List of the top 10 genes that strongly affect ES with their rank position are also shown.

**Figure 5:**
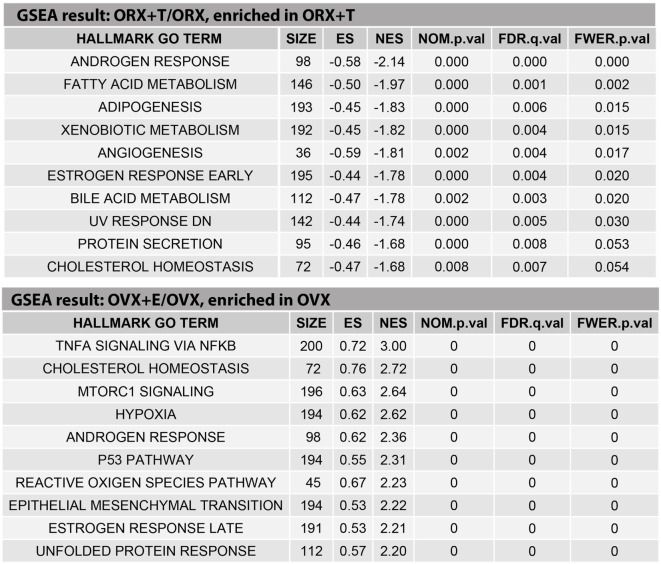
**Ten of the highest enriched HALLMARK GO TERMS obtained from gene set enrichment analysis (GSEA) between orchiectomy (ORX)/ORX + T and ovariectomy (OVX)/OVX + E groups**. Size of the category (number of genes in the “TERM”), enrichment score (ES), normalized enrichment score (NES), *p* value (NOM.p.val), *q* value of FDR correction (FDR.q.val), and *p* corrected by FDR (FWER.p.val) are shown.

**Figure 6:**
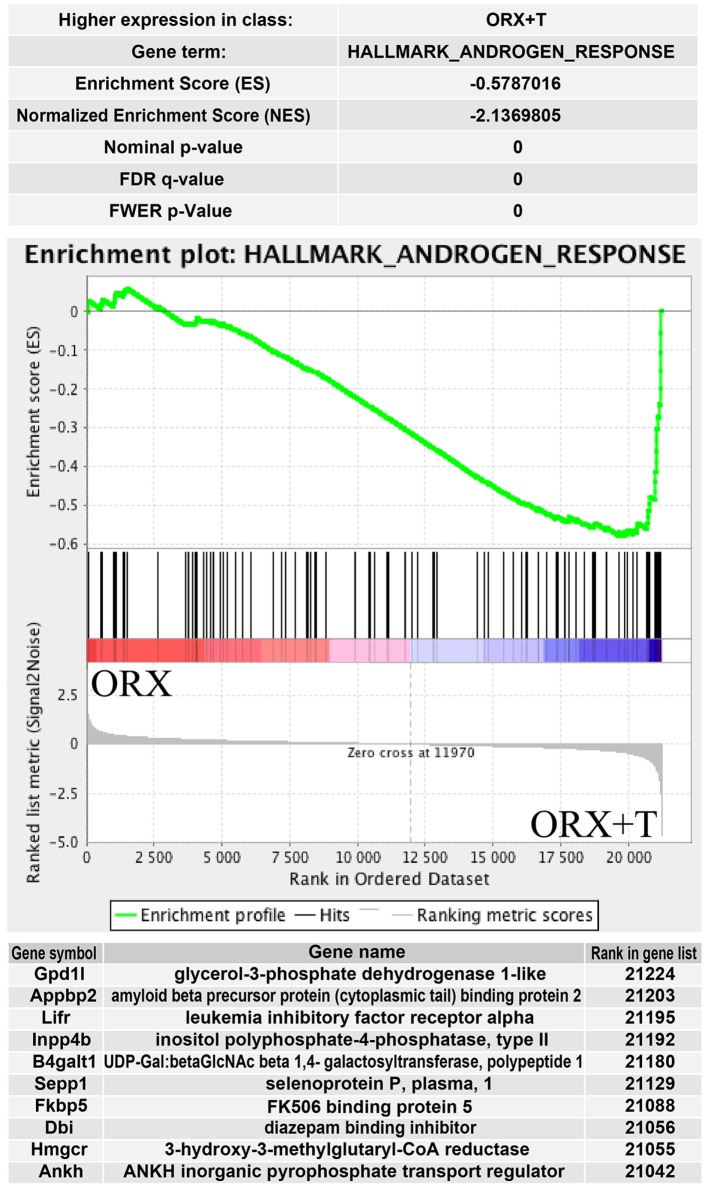
**Summary results of gene set enrichment (GSEA) in HALLMARK_ANDROGEN_RESPONSE term**. Enrichment analysis was performed between orchiectomy (ORX) and ORX + T groups of male adrenal glands. Normalized enrichment score (NES) as well as *p* values are shown. Middle plot presents rank of each gene belonging to androgen response term with enrichment score (ES) peak values. Ten of the top relevant genes for enrichment calculation are shown in table with their symbol, names, and rank in gene list.

**Figure 7:**
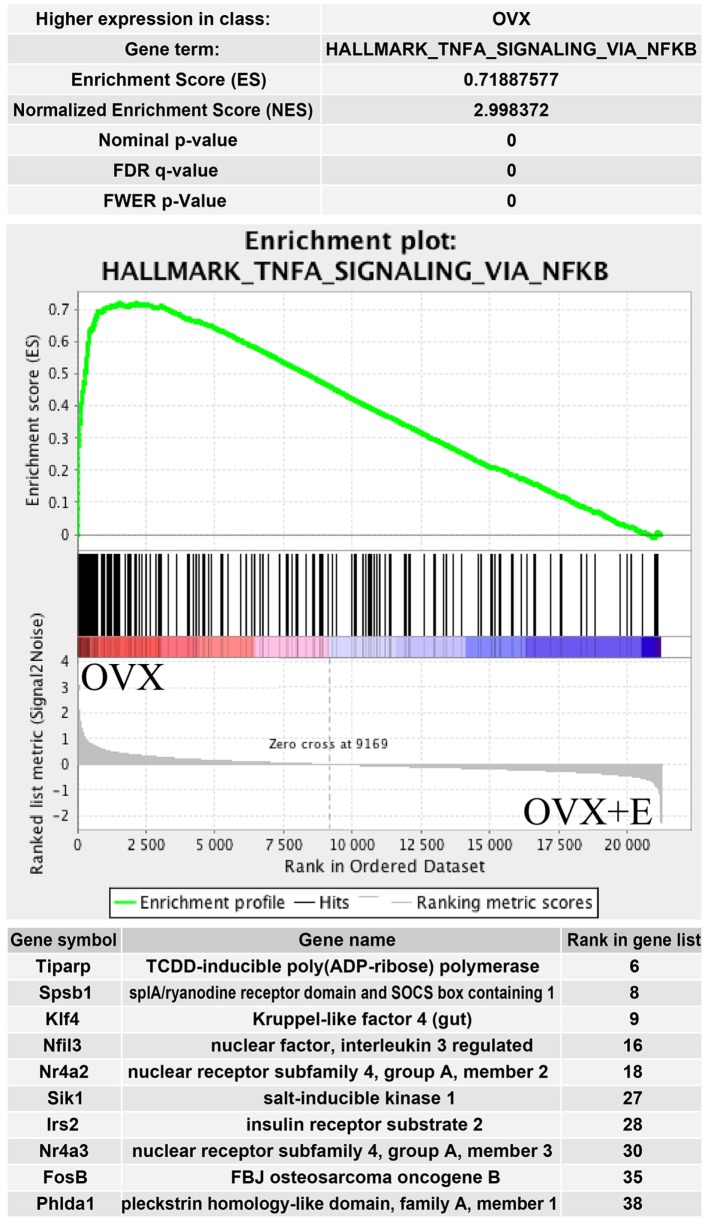
**Summary results of gene set enrichment (GSEA) in HALLMARK_TNFA_SIGNALING_VIA_NFKB term**. Enrichment analysis was performed between ovariectomy (OVX) and OVX + E groups of female adrenal glands. Normalized enrichment score (NES) as well as *p* values are shown. Middle plot presents rank of each gene belonging to Tnfa signaling via NFKB term with enrichment score (ES) peak values. Ten of the top relevant genes for enrichment calculation are shown in table with their symbol, names, and rank in gene list.

One of the top enrichment term concerns the process strictly connected with adrenocortical steroidogenesis named “cholesterol homeostasis.” Results of GSEA are presented in Figure 8. Genes belonging to “cholesterol homeostasis” hallmark term are highly enriched in ORX + T group in relation to ORX group. 

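Genes of cholesterol synthesis lay slightly higher in ORX + T than in ORX, and a single one passed the test on its own. Tm7sf2 (Entrez Gene 293688), a sterol reductase of the late pathway, had a log2 fold change of 0.76 (SE 0.18, adjusted p = 0.0176) from limma. Msmo1, Fdft1 and Sqle, enzymes of the middle steps, were at 0.84, 0.58 and 0.39 (adjusted p = 0.385, 0.616 and 0.998). Dhcr7 was at -0.36 (adjusted p = 0.482), the only one of the 13 measured members below 0. The list had a median of 0.34 (camera adjusted p = 0.00227, and adjusted p = 0.631 with an estimated correlation). Adjusted over the list alone, 1 gene rose. The mean over the 13 genes was 7.80 ± 0.26 in ORX + T and 7.46 ± 0.47 in ORX (log2 signal, SD, n = 5 each). Of 15 genes of cholesterol uptake, storage and SREBP control, 1 fell, the cholesterol esterifying enzyme Soat1 at -0.39 (SE 0.10, adjusted p = 0.0282), and 14 did not pass (camera adjusted p = 0.319). Of these, 1 rose and 2 fell when adjusted over the list alone. Idi1 is the only measured synthesis gene printed in Table S1. Of 100 splits of the arrays, 15 gave a camera p as small as that of the synthesis list, the true split included, and its running-sum score was 1.33 (permutation p = 0.0952).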

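In OVX + E against OVX, Idi1 fell among the genes of cholesterol synthesis, and Insig1 among those that control it. Idi1 (Entrez Gene 89784), which makes an isoprenoid building block of cholesterol, was at 5.74 ± 0.89 in OVX + E and 8.20 ± 0.55 in OVX (log2 signal, SD, n = 5 each). Its log2 fold change was -2.46 (SE 0.36, adjusted p = 7.46e-05) from limma. Of the 13 measured synthesis genes, 1 fell, none rose and 12 did not pass the test, with 11 members below 0 and 2 above. Fdps, Msmo1, Nsdhl and Sqle were at -0.90, -0.78, -0.70 and -0.50 (adjusted p = 0.411, 0.379, 0.291 and 0.697). The list had a median of -0.32 (camera adjusted p = 9.3e-05, and adjusted p = 0.413 with an estimated correlation), and 1 gene fell when adjusted over the list alone. The mean over the 13 genes was 6.62 ± 0.51 in OVX + E, 7.12 ± 0.42 in OVX and 6.89 ± 0.33 in controls (log2 signal, SD, n = 5 each). Of 15 genes of uptake, storage and SREBP control, 1 fell, Insig1, and 14 did not pass (camera adjusted p = 0.00619, and adjusted p = 0.464 with an estimated correlation). The transcription factor Srebf2 was at -0.82 (adjusted p = 0.261) and the transporter Npc1 at -0.72 (adjusted p = 0.201). Of these, 1 fell when adjusted over the list alone. Idi1 and Insig1 are printed in Table S1, so the direction of both lists is not independent evidence. The response of the synthesis genes to replacement differed between the sexes (camera adjusted p = 5.4e-08, and adjusted p = 0.275 with an estimated correlation). Of 100 splits of the arrays, 10 gave a camera p as small as that of the synthesis list, the true split included, and its running-sum score was -1.47 (permutation p = 0.0385).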

Opposite results were obtained in OVX/OVX + E comparison, where gene belonging to “cholesterol homeostasis” are enriched in OVX group, it means that the expressions are higher in OVX in relation to OVX + E. Obtained results from GSEA are in commitment with previously presented DAVID GO analysis. List of the top 10 genes with their rank position are also shown in these figures.

**Figure 8:**
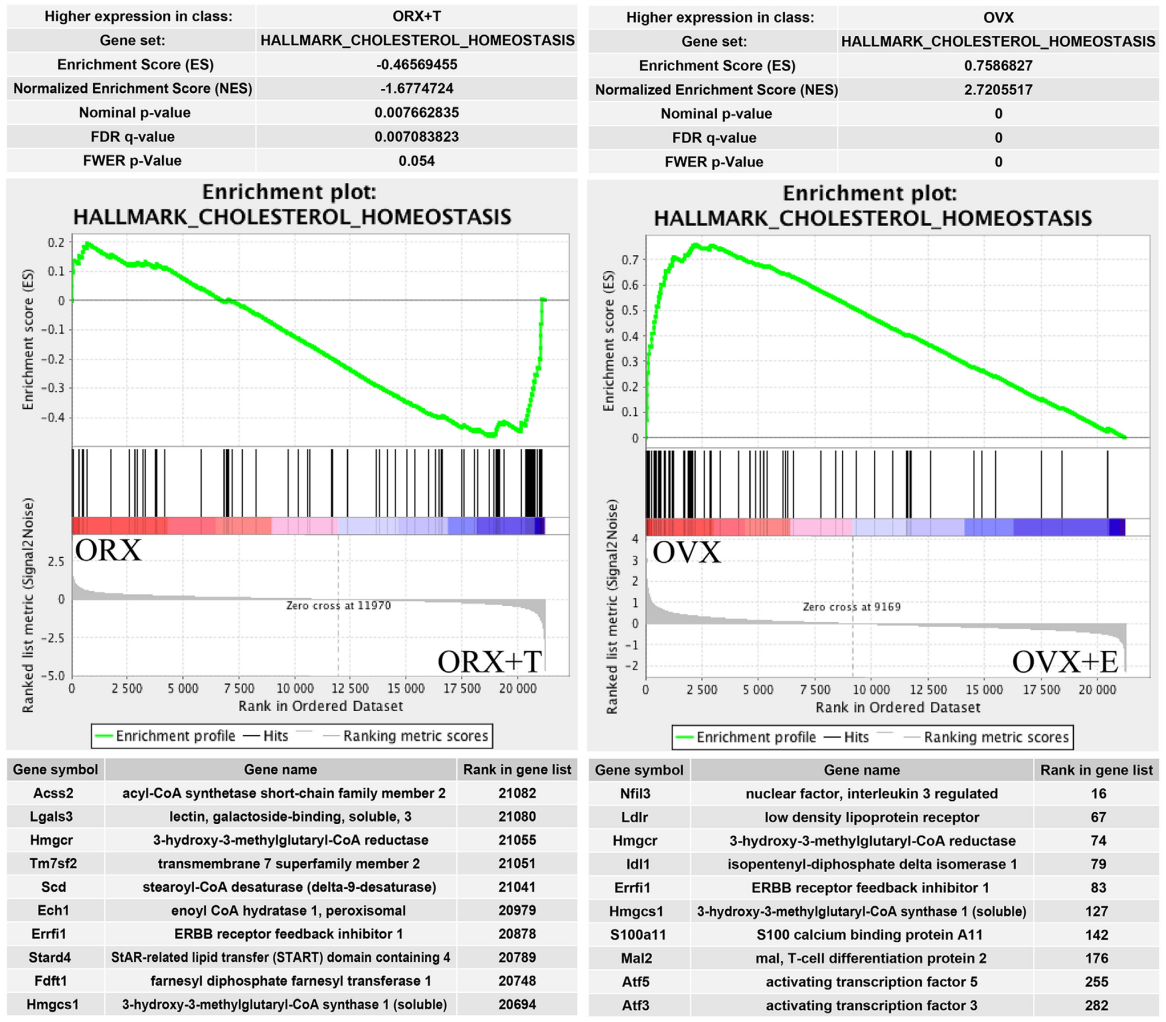
**Summary results of gene set enrichment (GSEA) in HALLMARK_CHOLESTEROL_HOMEOSTASIS term**. Enrichment analyses were done between gonadectomized and gonadectomized + sex hormone replaced groups, in both sexes. Normalized enrichment score (NES) as well as *p* values are shown. Middle plots present ranks of each gene belonging to cholesterol homeostasis term with enrichment score (ES) peak values. Ten of the top relevant genes for enrichment calculation from each sexes are shown in table with their symbol, names, and rank position.

Regardless of experimental group, AR mRNA (androgen receptor) levels in rat adrenal are over 40 times higher than levels of estrogen receptors (Figure 9). As demonstrated by means of QPCR, expression levels of AR mRNA were not changed after OVX and OVX + E in relation to adrenals of control female rats. However, expression of AR was decreased after ORX and restored to control value after testosterone replacement. In both sexes, gonadectomy and sex hormone replacement did not change Esr1 and Esr2 gene expression. Expression of Esrra gene, on the other hand, was significantly elevated after OVX and restored to control level after estrogen replacement. Expression of Esrra in male adrenals was not changed in any experimental conditions. Expression of Mc2r was not significantly regulated in any experimental conditions in female adrenals, whereas it was lowered in gonadectomized males and elevated in testosterone-replaced animals. It is interesting to note that Hmgcr gene expression in the adrenal gland of male rats is significantly higher than in females. We also revealed that expression levels of this gene were affected neither by ORX nor testosterone replacement. On the other hand, ovariectomy resulted in a notable increase in Hmgcr gene expression levels, an effect reversed by estradiol replacement (Figure 10).

**Figure 9:**
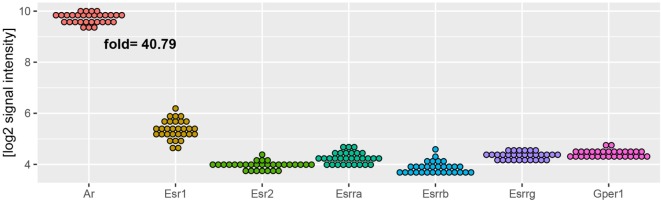
**Expression of androgen (Ar) and estrogen (Esr1, Esr2, Esrra, Esrrb, Esrrg, Gper) receptors in adrenal glands of studied rats (male and female control, gonadectomized and gonadal hormone replaced rats)**. Data obtained from Affymetrix^®^ Rat Gene 2.1 ST Array. From microarray data sets, expression values of analyzed genes were extracted. Each dot on graph corresponds to single log2-transformed value of signal intensity from individual sample. Fold expression change was calculated from mean of Ar receptor gene and mean of all estrogen receptors.

**Figure 10:**
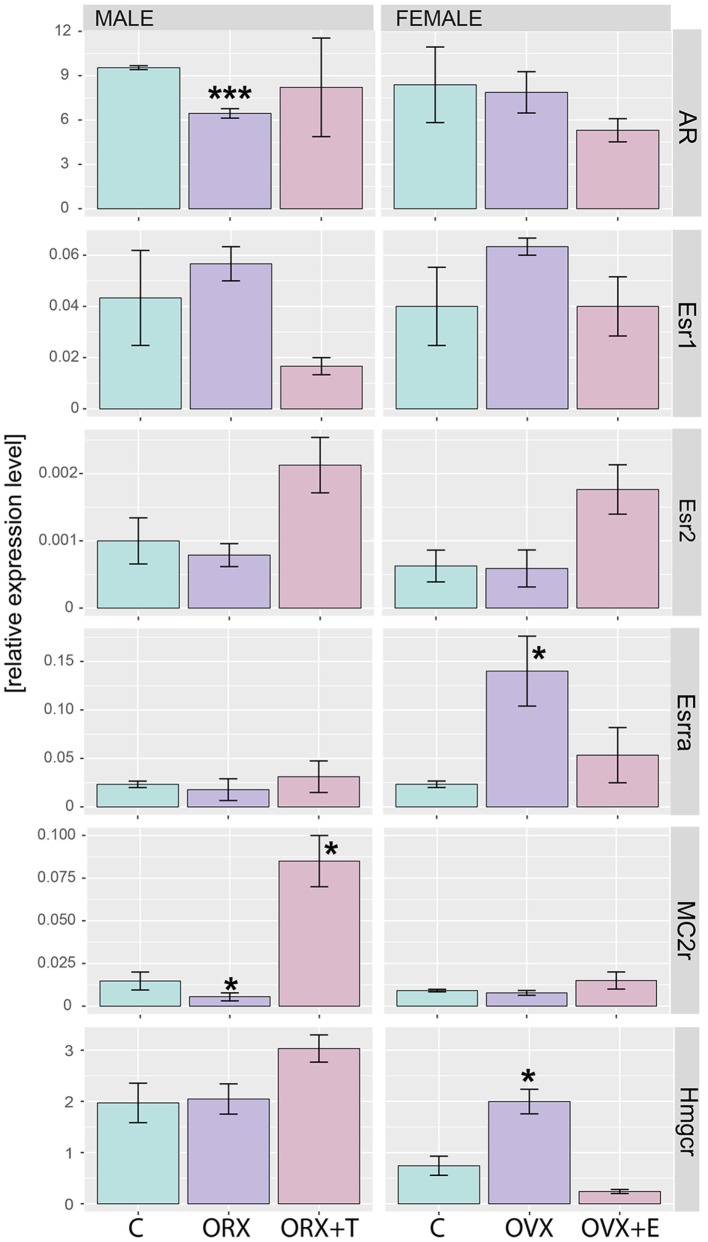
**QPCR assay of AR, Esr1, Esr2, Esrra, MC2r, and Hmgcr genes in adrenals of adult male and female control, gonadectomized and gonadal hormone replaced rats**. Bars represent mean ± SEM (*n* = 3). All samples were amplified in triplicate, and HPRT gene was used as reference for data normalization. Statistically significant differences in relation to control group: *p < 0.05; ***p < 0.01.

## Discussion

For many years, it is known that the multidirectional actions of androgen and estrogen lead to obvious sex differences in the structure and function of the adrenal cortex. As a result, in the adult female rat, adrenal cortex is larger and secretes more corticosterone than that of males (references in Section “Introduction”). It is commonly assumed that this effect depends on the stimulatory effect of estrogen on the HPA axis, while androgens have the opposite effect.

As revealed by global gene profiling method, distinct sex differences in the rat adrenal gland are accompanied by notable differences in expression levels of various groups of genes (19). We demonstrated that expression levels of genes involved in corticosteroid synthesis are higher and those regulating basal cell functions lower in adrenals of adult female rats. However, the control of adrenocortical gene expression by sex hormones is totally unknown. Regarding this, only one study presents data on global gene profiling in the adrenals of female intact and testosterone—administered mice (20). However, this experimental model is not a physiological one. To get information about the regulation by testosterone and estradiol of adrenal genes in male and female rats, we used the classic “remove and replace” experiments. As evidenced by changes in uterine and seminal vesicles weights, expected, gonadectomy-induced drop in the weight of these tissues was reversed by replacement with appropriate sex hormone.

In light of the above presented discussion on sex differences in adrenals of rats, one would expect the stimulatory effect of estradiol and the opposite effect of testosterone on the glands. To our surprise, global gene profiling analyses performed on adrenals of studied rats delivered rather unexpected results. It appeared that testosterone replacement mainly upregulates expression of adrenal genes while estradiol effect is opposite, large group of genes was downregulated. Regarding these results, the correctness of our experiments we tried to confirm by the more detailed studies of genes whose expression in a rat adrenal gland is known as dependent on testosterone or estradiol.

One of them is steroid-5-alpha-reductase alpha polypeptide 1 (Srd5a1). Expression of this gene and activity of the coded enzyme are notably elevated in ORX and OVX rats, changes prevented by testosterone or estradiol replacement, respectively (5, 38–43). Our microarray data are consistent with these findings. The second studied gene is orexin receptor 2 (Hcrtr2). Higher expression of Hcrtr2 in adrenals of the male rat in relation to female one as well as stimulatory effects of testosterone and inhibitory action of estradiol on this gene are well documented (19, 44–46). And again, our QPCR data are consistent with the earlier reports. Thus, obtained in the experiments performed, data on expression of specific genes in adrenals of rats of both sexes are consistent with earlier reports. In view of these, results still remains open while the global profile of gene expression regulated by sex hormones in the rat adrenal gland suggests prevalent inhibitory effect of estradiol and stimulatory effect of testosterone.

To gain an insight into this problem, we performed numerous additional analyses of data delivered by Affymetrix microarray system. As demonstrated by Volcano plots, in adrenals of experimental rats, only small number of differentially expressed genes was found. Differentially expressed genes were further analyzed in order to get their representation in GO. This was accomplished by DAVID web-based bioinformatics tools. The highest numbers of GO terms were obtained in comparisons of ORX + T vs. ORX experimental groups (35 GO terms). In females, on the other hand, analogical comparison (OVX + E vs. OVX) delivered 24 GO terms. It is noteworthy to underline that testosterone replaced rat genes in obtained groups were upregulated, while those in estradiol-replaced ovariectomized animals were downregulated. One of these GO terms—“lipid metabolic process”—seems to be related to adrenal physiology. This term occurs in both, testosterone- or estradiol-replaced groups; however, in androgen-replaced rats, expression levels of genes included in this group are elevated, while in estrogen supplemented animals their expression is lowered.

Our results obtained by the DAVID web-based bioinformatic tools were confirmed by GSEA. GSEA revealed that in ORX + T group (in relation to ORX) genes belonging to the Hallmark GO terms “androgen response,” “fatty acid metabolism,” “adipogenesis,” and “cholesterol homeostasis” are notably enriched. Moreover, in OVX group (in relation to OVX + E), enriched genes are present, among others, within the following terms: “TNFA signaling via NFKB,” “cholesterol homeostasis,” and “androgen response.” These data suggest that in adrenals of gonadectomized rats both, testosterone or estradiol replacement, potently affects genes involved in lipid and cholesterol metabolism, as well as intracellular pathways responsible for androgen response. Further GSEA analysis revealed that within the hallmark term “cholesterol homeostasis,” in both, orchiectomized testosterone- and ovariectomized estradiol-replaced rats, among 10 genes that strongly affect ES Hmgcr is present.

There is some evidence that total lipid and cholesterol concentrations and contents in the rat adrenal gland are influenced by gonadal hormones. Lowered concentration of total lipid in adrenals of gonadectomized rats of both sexes was reported by Coleman et al. (47). Higher total lipid content, but not total lipid concentration in adrenals of female than male rats, has been reported by other group (48, 49). These studies demonstrated also higher concentrations and contents of total lipid in adrenals of orchiectomized testosterone replaced rats, while an opposite effects were observed in ovariectomized rats replaced with estradiol.

Although cholesterol is not a classical lipid, its physiological role in the adrenal cortex is often described in the aspects of the role of lipids. In contrast to lipids, numerous data are available on cholesterol and cholesterol esters in adrenals of intact male and female rats and on impact on them of sex hormones.

HMG-CoA reductase is the rate-limiting enzyme in cholesterol biosynthesis (50, 51). Administration of 17α-ethinyl-estradiol into aging male rats resulted in a notable stimulation of enzyme activity (52). Our results indicate that testosterone has no effect on the expression of Hmgcr gene; however, ovariectomy increases its expression, an effect reversed by estradiol replacement. Regarding these changes, it should be emphasized that HMG-CoA reductase is a highly regulated gene, among others by serum lipoprotein levels and intracellular cholesterol content (50, 53). Thus, it seems legitimate to suggest that observed in the present study changes in Hmgcr expression may be mediated by both, serum lipoprotein levels and adrenal cholesterol content. This assumption is supported by parallel changes in adrenal HMG-CoA reductase gene expression and serum HDL concentrations in studied female rats.

According to data reviewed in the earlier monographs, the majority of publications indicate a higher concentration of cholesterol (both, free or esterified) in the adrenal glands of adult female rats (5, 49). ORX increased cholesterol concentration in the gland, an effect reversed by testosterone replacement. Ovariectomy, on the other hand, either did not change or lowered the total cholesterol concentration in the rat adrenal gland. There is general agreement, on the other hand, that estrogens lower cholesterol content in adrenals of ovariectomized rats.

Free cholesterol, required for steroid hormone synthesis, is liberated from cholesterol esters by the action of ACTH-sensitive sterol ester hydrolase. The specific activity of this enzyme in adrenal homogenates is notably higher in male than female glands (54). Both, ORX and testosterone replacement had any effect on adrenal sterol ester hydrolase. Ovariectomy, on the other hand, resulted in an increase in activity of the enzyme, an effect reversed by estradiol replacement.

Thus, earlier data on the effects of testosterone and estradiol on adrenal lipids and enzymes involved in cholesterol metabolism in the rat are rather consistent with the transcriptome profile obtained in the respective experimental groups.

Also genes forming the hallmark GO term “androgen response” in rat adrenals are highly regulated by both, testosterone or estradiol replacement. In an aspect of this term in the present study, we analyzed the expression of the androgen receptor. Regardless of experimental group, AR mRNA levels in rat adrenal are over 40 times higher than levels of estrogen receptors, differences observed also by others (27, 55–59). We observed that expression of AR was decreased after ORX and restored to control value after testosterone replacement while no changes were observed after OVX and OVX + E. Our results are also consistent with the data on the sheep (60). Thus, our data did not confirm earlier reports on the effects of gonadectomy and sex hormone replacement on the levels of androgen- or estrogen-binding sites in the rat adrenals (56–58). Of estrogen receptor isoforms studied, only Esrra (estrogen related receptor alpha, also known as NR3B1) is overexpressed in ovariectomized rats and restored to normal level by estradiol replacement.

In adrenals of female rats, hallmark GO term “TNFA signaling via NFKB” is the first term delivered by GSEA, with the size 200 (number of genes). Such a huge enrichment is observed in OVX rats, in relation to OVX estradiol-replaced rats. TNFA is a proinflammatory cytokine and TNF-induced NFKB activation induces transcription and expression of genes involved in various biological processes, including regulation of cell proliferation, differentiation, apoptosis, and immune response. The final steps of these signaling pathways are mediated through activation of nuclear transcription factors (61–63). Also other intracellular signaling pathways are affected by estradiol replacement, they predominantly downregulate respective genes. These findings may suggest inhibition of expression of numerous transcription factor genes in OVX + E female rats. Mechanism of such actions remains to be solved.

It is well documented that androgen and estrogen receptors are ubiquitously expressed in almost all tissues and organs. Therefore, *in vivo* experiments do not allow for precise identification of their action on the adrenal glands. Sex hormones exert a multidirectional effect on the function of the HPA axis, affecting primarily CRH and ACTH synthesis and/or secretion [for review, see Ref. (3–6, 64)]. Most of the experimental data based on gonadectomy and sex hormone replacement indicate that in the rat estrogens stimulate and androgens inhibit the HPA axis. However, sex hormones may also exert direct effects on the rat adrenal cortex. These effects may be mediated either via specific receptors, both nuclear and membrane (for example GPR30) or by interference with ACTH-sensitive intracellular pathways, particularly those associated with steroidogenesis (65–69). Important in the physiological control of HPA axis is also liver. This organ is critical for the regulation of CBG and lipoproteins and metabolizes circulating corticosteroids. As known, all these functions are regulated by sex hormones.

As demonstrated by means of QPCR, expression of Mc2r was not significantly regulated in any experimental conditions in female adrenals, whereas it was lowered in gonadectomized males and elevated in testosterone-replaced animals. In terms of gender differences, very contradictory data relate to gender differences in the content and secretion of ACTH by the rat pituitary gland and corticotrophin levels in blood serum are available [for review, see Malendowicz (5)]. The major part of these studies show a higher level of ACTH in the blood serum of rats treated with estrogen. Only scanty data, on the other hand, are available on expression of ACTH receptors in adrenals of male and female rats. Yoshimura et al. (70) have shown that expression levels of ACTH receptor mRNA in adrenals increased with age in the female rat, but not in the male. In these studies, ORX elevated the level of ACTH receptor, an effect reversed by testosterone replacement. In contrast, our experiments demonstrated that ORX resulted in lowering of Mc2r gene expression and testosterone replacement notable increased expression of this gene. It is difficult to explain these discrepancies, most likely they are the result of different experimental models and methods applied for determining the expression of a discussed gene [male rats aged 14 days (period of temporal decrease of adrenal ACTH responsiveness) vs. adult animals; size and quality of applied primers]. Our results, however, are consistent with the data on the sheep. In this species, estradiol did not change adrenal Mc2r expression, while higher Mc2r expression was found in testosterone-treated rams (60).

In view of the above literature data for stimulating effects of estradiol and inhibitory of testosterone on the growth and function of the adrenal cortex of rat, obtained results of the analysis of transcriptome of sex hormone-replaced rats are surprising. Contrary to what we expected to find, it appeared that testosterone replacement resulted in a potent stimulation of expression of numerous adrenal genes, especially those involved in lipids and cholesterol metabolism. On the other hand, estradiol replacement resulted in a strong downregulation of numerous genes, especially those involved in regulation of TNFA signaling via NFKB pathways and on transcription factors synthesis. Obtained results may suggest that estradiol inhibits the expression of corepressor genes in the rat adrenal gland. It seems possible that this mechanism of action may lead to an increase in both the adrenal gland growth and secretory function. The physiological relevance of these findings await further research.

## Ethics Statement

This study was carried out in accordance with the recommendations of the “Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes.” as stated in the Polish law “Ustawa z dnia 15 stycznia 2015 r. o ochronie zwierzat wykorzystywanych do celów naukowych lub edukacyjnych.” The protocol was approved by the Local Ethics Committee for Animal Research (Poznan, Poland) (in Polish: Lokalna Komisja Etyczna ds. Doświadczeń na zwierzętach w Poznaniu), permission number: LKE—11/2015.

## Author Contributions

KJ invented and designed the experiments, performed the experiments, and performed microarrays; PC performed the experiments, QPCR; MS performed the experiments and performed QPCR; MT performed the experiments and performed QPCR; PM performed the experiments and performed QPCR; LM invented and designed the experiments, analyzed the data, and prepared the manuscript; MR invented and designed the experiments, analyzed the data, prepared graphical presentation, and prepared the manuscript.

## Conflict of Interest Statement

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Supplementary Material

Figure S1 **Serum corticosterone concentrations in adult male and female control, gonadectomized and gonadal hormone replaced rats**. Bars represent mean ± SEM. Each circle represents an individual value. Statistically significant differences in relation to control or gonadectomized group: **p* < 0.05; ***p* < 0.02; ****p* < 0.01; *****p* < 0.001.

Figure S2 **Serum total cholesterol, LDL, HDL, and triglyceride concentrations in adult male and female control, gonadectomized and gonadal hormone-replaced rats**. Bars represent mean ± SEM. Each circle represents an individual value. Statistically significant differences in relation to control or gonadectomized group: **p* < 0.05; ***p* < 0.02; ****p* < 0.01; *****p* < 0.001.

Table S1 **List off all regulated genes in adrenals of adult male and female control, gonadectomized and gonadal hormone replaced rats**. Their fold change, *p* values, and their localization to chromosomes.

## References

[1] BachmannR Handbuch der Mikroskopischen Anatomie des Menschen. Berlin, Göttingen, Heidelberg: Springer (1954).

[2] KitayJI Effects of estrogen and androgen on the adrenal cortex of the rat. In: McKernsKW, editor. Functions of the Adrenal Cortex. Vol. 2 Amsterdam: North Holland Publishing Corpany (1968). p. 775–811.

[3] KimeDVinsonGPMajorPKilpatrickR Adrenal-gonad relationship. In: McKernsKW, editor. Functions of the Adrenal Cortex. Vol. 3 London: Academic Press (1979). p. 183–347.

[4] HandaRJWeiserMJ. Gonadal steroid hormones and the hypothalamo-pituitary-adrenal axis. Front Neuroendocrinol (2014) 35:197–220.10.1016/j.yfrne.2013.11.00124246855PMC5802971

[5] MalendowiczLK Cytophysiology of the Mammalian Adrenal Cortex as Related to Sex, Gonadectomy and Gonadal Hormones. Poznan: PTPN Press (1994).

[6] GoelNWorkmanJLLeeTTInnalaLViauV. Sex differences in the HPA axis. Compr Physiol (2014) 4:1121–55.10.1002/cphy.c13005424944032

[7] GreenMRMcCormickCM. Sex and stress steroids in adolescence: gonadal regulation of the hypothalamic-pituitary-adrenal axis in the rat. Gen Comp Endocrinol (2016) 234:110–6.10.1016/j.ygcen.2016.02.00426851306

[8] GalaRRWestphalU Corticosteroid-binding globulin in the rat: studies on the sex difference. Endocrinology (1965) 77:841–51.10.1210/endo-77-5-8415843904

[9] RosnerW The functions of corticosteroid-binding globulin and sex hormone-binding globulin: recent advances. Endocr Rev (1990) 11:80–91.10.1210/edrv-11-1-802180689

[10] MattosGEHeinzmannJMNorkowskiSHelblingJCMinniAMMoisanMP Corticosteroid-binding globulin contributes to the neuroendocrine phenotype of mice selected for extremes in stress reactivity. J Endocrinol (2013) 219:217–29.10.1530/JOE-13-025524048966

[11] MeyerEJNenkeMARankinWLewisJGTorpyDJ. Corticosteroid-binding globulin: a review of basic and clinical advances. Horm Metab Res (2016) 48:359–71.10.1055/s-0042-10807127214312

[12] HerbstALYatesFEGlenisterDWUrquhartJ Variations in hepatic inactivation of corticosterone with changes in food intake: an explanation of impaired corticosteroid metabolism following noxious stimuli. Endocrinology (1960) 67:222–38.10.1210/endo-67-2-22214401221

[13] KitayJI Sex differences in adrenal cortical secretion in the rat. Endocrinology (1961) 68:818–24.10.1210/endo-68-5-81813756461

[14] GlenisterDWYatesFE Sex difference in the rate of disappearance of corticosterone-4-C14 from plasma of intact rats: further evidence for the influence of hepatic Delta4-steroid hydrogenase activity on adrenal cortical function. Endocrinology (1961) 68:747–58.10.1210/endo-68-5-74713706020

[15] SealUSDoeRP Vertebrate distribution of corticosteroid-binding globulin and some endocrine effects on concentration. Steroids (1965) 41:827–41.10.1016/0039-128X(65)90174-114325185

[16] KitayJI Effects of estradiol on pituitary-adrenal function in male and female rats. Endocrinology (1963) 72:947–54.10.1210/endo-72-6-94714033176

[17] LabrieF Interactions hormonales et rôle de la transcortine dans l’ajustement de l’activité hypophysosurrénalienne [These Doctorate Sciences]. Quebec: Universite Laval (1967).

[18] KamounA Activité cortico-surrénale au cours de la gestation, de la lactation et du développement pre- et postnatal chez le rat. J Physiol (1970) 65:5–32.5486838

[19] TrejterMHocholATyczewskaMZiolkowskaAJopekKSzyszkaM Sex-related gene expression profiles in the adrenal cortex in the mature rat: microarray analysis with emphasis on genes involved in steroidogenesis. Int J Mol Med (2015) 35:702–14.10.3892/ijmm.2015.206425572386PMC4314423

[20] El WakilAMariBBarhaninJLalliE. Genomic analysis of sexual dimorphism of gene expression in the mouse adrenal gland. Horm Metab Res (2013) 45:870–3.10.1055/s-0033-134988123921913

[21] CagenLMBaerPG. Effects of gonadectomy and steroid treatment on renal prostaglandin 9-ketoreductase activity in the rat. Life Sci (1987) 40:95–100.10.1016/0024-3205(87)90257-83796215

[22] LonghurstPAKauerJLeggettRELevinRM. The influence of ovariectomy and estradiol replacement on urinary bladder function in rats. J Urol (1992) 148:915–9.151285910.1016/s0022-5347(17)36777-0

[23] UdagawaKOgawaTWatanabeTTamuraYKitaKKubotaY. Testosterone administration promotes regeneration of chemically impaired spermatogenesis in rats. Int J Urol (2006) 13:1103–8.10.1111/j.1442-2042.2006.01484.x16903937

[24] Schulte-BeerbühlMNieschlagE Comparison of testosterone, dihydrotestosterone, luteinizing hormone, and follicle-stimulating hormone in serum after injection of testosterone enanthate of testosterone cypionate. Fertil Steril (1980) 33:201–3.10.1016/S0015-0282(16)44543-77353699

[25] TyczewskaMRucinskiMTrejterMZiolkowskaASzyszkaMMalendowiczLK Angiogenesis in the course of enucleation-induced adrenal regeneration – expression of selected genes and proteins involved in development of capillaries. Peptides (2012) 38:404–13.10.1016/j.peptides.2012.09.02523041583

[26] TyczewskaMRucinskiMZiolkowskaASzyszkaMTrejterMHochol-MolendaA Enucleation-induced rat adrenal gland regeneration: expression profile of selected genes involved in control of adrenocortical cell proliferation. Int J Endocrinol (2014) 2014:130359.10.1155/2014/13035925431590PMC4241258

[27] TrejterMJopekKCelichowskiPTyczewskaMMalendowiczLKRucinskiM. Expression of estrogen, estrogen related and androgen receptors in adrenal cortex of intact adult male and female rats. Folia Histochem Cytobiol (2015) 53:133–44.10.5603/FHC.a2015.001226122962

[28] GautierLCopeLBolstadBMIrizarryRA affy – analysis of Affymetrix GeneChip data at the probe level. Bioinformatics (2004) 20:307–15.10.1093/bioinformatics/btg40514960456

[29] CarvalhoBSIrizarryRA. A framework for oligonucleotide microarray preprocessing. Bioinformatics (2010) 26:2363–7.10.1093/bioinformatics/btq43120688976PMC2944196

[30] Huang daWShermanBTLempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc (2009) 4:44–57.10.1038/nprot.2008.21119131956

[31] FresnoCFernandezEA. RDAVIDWebService: a versatile R interface to DAVID. Bioinformatics (2013) 29:2810–1.10.1093/bioinformatics/btt48723958726

[32] DamianDGorfineM Statistical concerns about the GSEA procedure. Nat Genet (2004) 36:663; author reply 66310.1038/ng0704-663a15226741

[33] LiberzonABirgerCThorvaldsdottirHGhandiMMesirovJPTamayoP. The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst (2015) 1:417–25.10.1016/j.cels.2015.12.00426771021PMC4707969

[34] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A (2005) 102:15545–50.10.1073/pnas.050658010216199517PMC1239896

[35] RucinskiMZiolkowskaASzyszkaMHocholAMalendowiczLK. Evidence suggesting that ghrelin *O*-acyl transferase inhibitor acts at the hypothalamus to inhibit hypothalamo-pituitary-adrenocortical axis function in the rat. Peptides (2012) 35:149–59.10.1016/j.peptides.2012.04.00722543218

[36] TrejterMHocholATyczewskaMZiolkowskaAJopekKSzyszkaM Visinin-like peptide 1 in adrenal gland of the rat. Gene expression and its hormonal control. Peptides (2015) 63:22–9.10.1016/j.peptides.2014.10.01725451331

[37] SzyszkaMPaschkeLTyczewskaMRucinskiMGrabowskaPMalendowiczLK. Lack of expression of preproorexin and orexin receptors genes in human normal and prostate cancer cell lines. Folia Histochem Cytobiol (2015) 53:333–41.10.5603/fhc.a2015.003526714447

[38] KitayJICoyneMDSwygertNH Adrenal 5 alpha-reductase activity in the rat: effects of gonadectomy: some cofactor and substrate requirements. Proc Soc Exp Biol Med (1971) 137:229–32.10.3181/00379727-137-355504397241

[39] ColbyHDKitayJI Effects of gonadal hormones on adrenal steroid metabolism in vitro. Steroids (1972) 20:143–57.10.1016/0039-128X(72)90066-95078258

[40] MalendowiczLK. Sex differences in adrenocortical structure and function. III. The effects of postpubertal gonadectomy and gonadal hormone replacement on adrenal cholesterol sidechain cleavage activity and on steroids biosynthesis by rat adrenal homogenates. Endokrinologie (1976) 67:26–35.1244198

[41] MalendowiczLKFichnaP. Sex differences in adrenocortical structure and function. IV. Effects of postpubertal gonadectomy and sex hormones on adrenal steroid 5alpha-reductase activity in the rat. Endokrinologie (1978) 72:36–42.688982

[42] LephartEDSimpsonERTrzeciakWH. Rat adrenal 5 alpha-reductase mRNA content and enzyme activity are sex hormone dependent. J Mol Endocrinol (1991) 6:163–70.10.1677/jme.0.00601632043243

[43] YokoiHTsuruoYIshimuraK. Steroid 5alpha-reductase type 1 immunolocalized in the rat peripheral nervous system and paraganglia. Histochem J (1998) 30:731–9.10.1023/A:10034825125679874000

[44] JohrenONeidertSJKummerMDendorferADominiakP. Prepro-orexin and orexin receptor mRNAs are differentially expressed in peripheral tissues of male and female rats. Endocrinology (2001) 142:3324–31.10.1210/en.142.8.332411459774

[45] JohrenOBruggemannNDendorferADominiakP. Gonadal steroids differentially regulate the messenger ribonucleic acid expression of pituitary orexin type 1 receptors and adrenal orexin type 2 receptors. Endocrinology (2003) 144:1219–25.10.1210/en.2002-003012639903

[46] JohrenOBruggemannNDominiakP. Orexins (hypocretins) and adrenal function. Horm Metab Res (2004) 36:370–5.10.1055/s-2004-81456915241726

[47] ColemanRDChenYMAlfinslaterRB Cholesterol metabolism in gonadectomized rats. Circ Res (1958) 6:172–7.10.1161/01.RES.6.2.17213511672

[48] MalendowiczLKMlynarczykW. Sex differences in adrenocortical structure and function. X. Lipid and corticosterone in the rat adrenal as affected by gonadectomy and testosterone or estradiol replacement. Endokrinologie (1982) 79:292–300.7128546

[49] DudaTWaliszewskaATrzeciakWHMalendowiczLK. Sex differences in adrenocortical structure and function. XX. The effects of gonadectomy and testosterone or estradiol replacement on cholesterol content and distribution in the gland. J Steroid Biochem (1985) 23:577–81.10.1016/0022-4731(85)90007-X3001407

[50] GoldsteinJLBrownMS. Regulation of the mevalonate pathway. Nature (1990) 343:425–30.10.1038/343425a01967820

[51] BrownMSGoldsteinJL. Lipoprotein receptors: therapeutic implications. J Hypertens (1990) 8(Suppl):S33–5; discussion S35–6.10.1097/00004872-199003001-000072185351

[52] PopplewellPYAzharS. Effects of aging on cholesterol content and cholesterol-metabolizing enzymes in the rat adrenal gland. Endocrinology (1987) 121:64–73.10.1210/endo-121-1-642885178

[53] FriesenJARodwellVW. The 3-hydroxy-3-methylglutaryl coenzyme-A (HMG-CoA) reductases. Genome Biol (2004) 5:248.10.1186/gb-2004-5-11-24815535874PMC545772

[54] TrzeciakWHMalendowiczLK Sex differences in adrenocortical structure and function. VII. Adrenal sterol ester hydrolase activity in the rat and its dependence on gonadal hormones. Horm Metab Res (1981) 13:519–22.10.1055/s-2007-10193217298023

[55] MullerREWotizHH Estrogen-binding protein in mouse and rat adrenal glands. J Biol Chem (1978) 253:740–5.621202

[56] CalandraRSNaessOPurvisKAttramadalADjoselandOHanssonV Oestrogen receptors in the rat adrenal gland. J Steroid Biochem (1978) 9:957–62.10.1016/0022-4731(78)90057-2745396

[57] CalandraRSPurvisKNaessOAttramadalADjoselandOHanssonV Androgen receptors in the rat adrenal gland. J Steroid Biochem (1978) 9:1009–15.10.1016/0022-4731(78)90057-2745391

[58] CalandraRSLuthyIFinocchiaroLTerrabRC Influence of sex and gonadectomy on sex steroid receptors in rat adrenal gland. J Steroid Biochem (1980) 13:1331–5.10.1016/0022-4731(80)90094-16969821

[59] BentvelsenFMMcPhaulMJWilsonCMWilsonJDGeorgeFW. Regulation of immunoreactive androgen receptor in the adrenal gland of the adult rat. Endocrinology (1996) 137:2659–63.10.1210/en.137.7.26598770883

[60] van LierECarriquiryMMeikleA Sex steroid modulation of cortisol secretion in sheep. Animal (2014) 8:960–7.10.1017/S175173111400078024703387

[61] SchutzeSWiegmannKMachleidtTKronkeM. TNF-induced activation of NF-kappa B. Immunobiology (1995) 193:193–203.10.1016/S0171-2985(11)80543-78530143

[62] AggarwalBB. Signalling pathways of the TNF superfamily: a double-edged sword. Nat Rev Immunol (2003) 3:745–56.10.1038/nri118412949498

[63] WajantHPfizenmaierKScheurichP. Tumor necrosis factor signaling. Cell Death Differ (2003) 10:45–65.10.1038/sj.cdd.440118912655295

[64] LesniewskaBMiskowiakBNowakMMalendowiczLK Sex differences in adrenocortical structure and function. XXVII. The effect of ether stress on ACTH and corticosterone in intact, gonadectomized, and testosterone- or estradiol-replaced rats. Res Exp Med (Berl) (1990) 190:95–103.10.1007/PL000200112161554

[65] ProvencherPHTremblayYBelangerA. Effects of C19 steroids on adrenal steroidogenic enzyme activities and their mRNA levels in guinea-pig fasciculata-glomerulosa cells in primary culture. J Endocrinol (1992) 132:269–76.10.1677/joe.0.13202691311748

[66] NowakKWNeriGNussdorferGGMalendowiczLK. Effects of sex hormones on the steroidogenic activity of dispersed adrenocortical cells of the rat adrenal cortex. Life Sci (1995) 57:833–7.10.1016/0024-3205(95)02015-B7630311

[67] RossiRZatelliMCValentiniACavazziniPFalloFdel SennoL Evidence for androgen receptor gene expression and growth inhibitory effect of dihydrotestosterone on human adrenocortical cells. J Endocrinol (1998) 159:373–80.10.1677/joe.0.15903739834454

[68] YanesLLRomeroDG. Dihydrotestosterone stimulates aldosterone secretion by H295R human adrenocortical cells. Mol Cell Endocrinol (2009) 303:50–6.10.1016/j.mce.2008.12.02019428991PMC2681414

[69] CarocciaBSecciaTMCamposAGGiocoFKuppusamyMCeolottoG GPER-1 and estrogen receptor-beta ligands modulate aldosterone synthesis. Endocrinology (2014) 155:4296–304.10.1210/en.2014-141625167221

[70] YoshimuraSSakamotoSKudoHSassaSKumaiAOkamotoR. Sex-differences in adrenocortical responsiveness during development in rats. Steroids (2003) 68:439–45.10.1016/S0039-128X(03)00045-X12798494

How the deposited data were processed for this re-analysis (not part of the article)

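Adrenal RNA was measured on 30 Affymetrix Rat Gene 2.1 ST arrays, 1 per rat, with 5 rats in each of 6 groups: sham-operated males, ORX males, ORX males given testosterone, sham-operated females, OVX females and OVX females given estradiol. The authors corrected the background, normalized between arrays and summarized the probes by RMA in the affy package, and took the annotation from the oligo package. The deposited values are on the log2 scale, and no value is missing. RMA normally leaves all arrays with nearly the same distribution, but here the SD of the log2 signal differed between arrays, from 1.43 to 1.75, so which arrays were normalized together is not known. No further scaling was applied. The replicate numbers of the labels were not taken to pair rats across groups: the deviations from the group means correlated above 0.1 in 48 of 75 pairs of the same number, in all 15 of replicate 4 (0.37 to 0.67) but down to -0.76 in replicate 2, and 10 of 30 arrays correlated best with arrays of their own number. No array of replicate 1 or 4 was narrow, while replicate 2 held narrow arrays and others. These correlations may therefore follow the array SD, and cannot settle whether the numbers pair rats or mark a batch. The groups were compared as independent, with the block as an alternative.

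Of 36685 probe sets, those with exactly 1 gene symbol were kept, and the brightest stood for its gene, which left 14557 genes. The symbols of 14670 probe sets were found in the reference by Entrez number and 0 had been renamed. Probe sets with several symbols (829) or none (21032) entered only an alternative that tested every probe set. Differences between groups came from limma 3.58.1 in R 4.3.3, with 1 mean per group over all 30 arrays and moderated variances (24 residual and 2.92 prior degrees of freedom). A gene was called changed at a fold above 2 with an adjusted p under 0.05, the thresholds the authors state, with the adjustment of Benjamini and Hochberg within each comparison. 9 comparisons were made: the 6 of the article, female against male controls, and the difference between the sexes in the response to replacement and to gonadectomy. The last 3 are not in the article. For the genes named, an exact permutation test of 5 against 5 values was run beside limma. The arrays have no detection p. Where at least 3 of the 5 values of the dimmer group lay under the median of their array, a limit chosen after the values were seen, the rise or fall of a named gene is given as a lower bound, with that median in place of such values. Overlaps between comparisons were tested with Fisher's exact test.

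Gene lists of pathways, the circadian clock and cell types were written by hand before the deposited values were seen, but after Table S1 and the figures of the article, which hold values of the same rats, had been read. Members of a list were counted as risen or fallen by adjusted p alone, without the fold limit. 28 lists with at least 3 measured members were tested with camera at a preset correlation of 0.01, again with the correlation estimated, with the rotation test fry, and with a running-sum score under 100 drawn relabelings of the arrays. Genes named in the text were fixed by rule: the 12 of largest rise and the 12 of largest fall for each replaced against its gonadectomized group, and 6 and 6 for the other comparisons of the article, among called genes whose groups did not overlap. To these were added every gene printed in the Results or the figures of the article, whose values in Table S1 had been seen, and up to 4 members of each list with the lowest p. A few genes outside the rule, mostly calls of the comparison between controls and members of lists that answer a statement of the article, were chosen after their values were seen.

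Alternatives were a fit to the arrays of 1 sex or to the 10 arrays compared, an intensity trend with robust variances, array weights, replicate number as a block, only the 60% of genes with the highest mean, every probe set, the mean over a gene's probe sets, median centring, quantile normalization, no fold limit, a test against a fold of 1.2, and leaving out each array in turn. Added after the values were seen were fits without the 10 arrays of narrow spread, with the SD of each array as a covariate, with the adjustment taken over every probe set, and leaving out arrays in the comparisons between the sexes. Each comparison was repeated on 100 splits of its arrays out of the 126 possible. The fit was also tested on simulated data of the same size, 1 table for each of the 6 comparisons of the article. There 93 to 100 of 100 genes with a log2 change of 1.5 were recovered, with 0 false calls. The deviations within groups were shuffled over all 30 arrays, so the narrow arrays were not kept on 1 side. The simulation thus does not give the rate of false calls in that case, where a split of the real OVX and OVX + E arrays gave 327 genes. The spread between rats of a group sets the precision of a group mean. Deviations from the group means had a median SD of 0.231 on the log2 scale over all arrays. This SD does not allow for the fitted group means, so it lies somewhat below the spread between rats.

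Srd5a1, Esr1 and Gper1 have no named probe set, so the planned values of Srd5a1 per group and the planned comparison of receptor levels were not made. Only the levels of the 4 receptor genes with a named probe set were computed. The imprinted Dlk1-Dio3 list, with 2 measured members, and the check of the labels by sex chromosome genes, with 0, were not tested. Quantitative PCR, hormone assays and histology are not among the deposited values. No genome build is stated for the annotation, and no coordinates were used.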

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

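The limit that separates narrow from other arrays, the fits without the narrow arrays and the test of the array SD against treatment were chosen after the values were seen.

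Some lipid genes of the adrenal responded differently to testosterone in males and to estradiol in females when the difference itself was tested. The response to replacement differed for 176 genes (limma, adjusted p under 0.05 and a fold above 2), most of them lower in females than in males. Of 100 splits the highest other gave 109 genes, so no other split drawn reached this count. Cholesterol synthesis genes responded lower in females by a median log2 difference of -0.73, with 13 of 13 members below 0 (camera adjusted p = 5.4e-08), and fatty acid and triglyceride synthesis by -0.48, with 13 of 16 below 0 (adjusted p = 1.67e-11). Fatty acid oxidation differed by -0.20, with 18 of 26 below 0 (adjusted p = 0.00133), although in OVX + E against OVX it lay at a median of 0.03 and did not pass (adjusted p = 0.564), the androgen response by -0.36, with 44 of 56 below 0 (adjusted p = 9.57e-11), and the immediate early genes by -0.34, with 22 of 29 below 0 (adjusted p = 7.25e-11). With an estimated correlation none of these 5 lists passed, at 0.275, 0.119, 0.56, 0.293 and 0.202. Markers of capsule cells and fibroblasts responded lower in females too, with 10 of 10 below 0 (adjusted p = 8.06e-11, and 0.0596 with an estimated correlation), as did those of macrophages, endothelium and the zona glomerulosa (adjusted p = 3.44e-05, 0.0135 and 0.0183, and 0.275, 0.514 and 0.469 with an estimated correlation).

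Control females differed from control males in 40 genes, a comparison the paper does not report. With all arrays no other split drawn reached this count, and the highest gave 28 genes. The count fell under that without some arrays, to 17 without male control replicate 4 or 5, 20 without female control replicate 2, 22 without female control replicate 3 and 24 without male control replicate 2.

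Some single arrays lay far from the other 4 of their group, by a gap above 0.71 of the group's range. This held for 15 of 138 groups of 5 values, where chance gives about 6.9. Female control replicate 5 made up 6 of the cases by genes and lists and 1 by its array SD of 1.49 against 1.67 to 1.75 (gap 0.719 of the range). It was lowest for the means of fatty acid and triglyceride synthesis (0.748), fatty acid oxidation (0.780) and the androgen response (0.786), and for Cd36 (0.783), Bmal1 (0.837) and Arhgap32 (0.801). Male control replicate 3 had the highest array median, 4.56 against 4.40 to 4.43 (0.787), and was lowest for fatty acid oxidation (0.824), the androgen response (0.763) and Bmal1 (0.727). Plet1 was at 5.33 in male ORX replicate 1 against 3.89 to 4.28 (0.728), and Idi1 at 8.13 in female control replicate 4 against 6.79 to 7.01 (0.835). Il33 was at 4.93 in male ORX + T replicate 4 against 4.50 to 4.62 (0.726), and Cyp11b1 at 10.83 in male ORX + T replicate 3 against 10.21 to 10.36 (0.749).

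Female control replicate 5 and male control replicate 3 are the narrow arrays of their groups, and the first component of the differences between rats of a group, with 71.0% of their variance, followed the array SD over all 30 arrays. No effect of treatment on the array SD was seen, since the groups held 5.76% of its variance (permutation p = 0.906). With 5 arrays per group this cannot exclude an effect, and each control group held 1 narrow array and each gonadectomized group 2. A compression of the scale that equal distributions would remove stays open: after quantile normalization the first component held 51.3%, and from 47.7% to 53.3% when single arrays were left out. Another makeup of cell types was not settled: 1 of 11 cell type lists, endothelium, followed the array SD just beyond random lists (shift 0.34 against -0.36 to 0.32) and the other 10 did not. Among 11 lists, 1 so near the edge can arise by chance. The labels record no difference between the animals of a group apart from the replicate number. No narrow array had replicate number 1 or 4, while replicate 5 was narrow in every group except control males. A batch tied to that number was not tested. The paper plots serum values of single rats, but the labels do not tie them to the arrays.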

How the results depend on the processing

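Tests chosen after the values were seen are the fits without the narrow arrays, with the array SD as a covariate and with the adjustment over every probe set, and the comparisons between the sexes without single arrays or after quantile normalization. The counts were: genes changed ORX vs control 8, genes changed ORX+T vs control 68, genes changed ORX+T vs ORX 152, genes changed OVX vs control 16, genes changed OVX+E vs control 23, genes changed OVX+E vs OVX 131, genes changed female control vs male control 40, genes that respond differently to replacement in males and females 176, genes that respond differently to gonadectomy in males and females 0, and genes changed by both replacements 24. Under the intensity trend, the mean over probe sets and the 60% filter each of these stayed within 1.5 times its value where the alternative was run. ORX against control gave 5 with males alone and 2 with its 10 arrays, where fewer arrays share the variance, 44 with array weights, 4 with the block, 106 over every probe set, 21 after quantile normalization, 4 against a fold of 1.2, 28 without the narrow arrays, 24 with the SD covariate and 15 with the adjustment over every probe set. ORX + T against control gave 107 with array weights, 130 over every probe set, 137 without a fold limit and 38 against 1.2-fold, and ORX + T against ORX 245 over every probe set and 299 without a fold limit. OVX against control gave 48 with array weights, 35 after quantile normalization, 4 against 1.2-fold, 46 without the narrow arrays and 37 with the SD covariate. OVX + E against control gave 15 with females alone, 3 with its 10 arrays and 7 against 1.2-fold, and OVX + E against OVX 269 over every probe set and 246 without a fold limit. Female against male controls gave 91 with array weights, 65 without the narrow arrays and 61 with the SD covariate. The response to replacement differed for 268 genes with array weights and 283 with the SD covariate, and that to gonadectomy for 46 with array weights, 4 after median centring, 19 after quantile normalization, 12 without the narrow arrays and 18 with the SD covariate (at an unadjusted p under 0.05, limma gives 311). Without a fold limit 38 genes changed with both replacements. Every probe set and no fold limit widen what is counted, and 1.2-fold narrows it; the cause of the other shifts was not tested.

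Leaving out single arrays, counts ran from 4 (without male control replicate 4 or 5 or ORX replicate 5) to 11 for ORX against control, 50 to 70 for ORX + T against control, 123 to 164 for ORX + T against ORX, 5 to 21 for OVX against control, 10 to 32 for OVX + E against control, 103 to 153 for OVX + E against OVX, 17 to 57 for female against male controls, 125 to 196 for the response to replacement and 0 to 0 for that to gonadectomy. For OVX against control the count was 5 without OVX replicate 2 or 4, 7 without control replicate 1, 8 without OVX replicate 1 and 9 without control replicate 2, 3 or 5. OVX + E against control gave 10 without control replicate 4 and 14 without OVX + E replicate 5. Between the controls it was 20 without female replicate 2, 22 without female replicate 3, 24 without male replicate 2, and 17 without male replicate 4 or 5.

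Of the lists below, 0 kept their call with an estimated correlation, where adjusted p was 0.631 for cholesterol synthesis, ORX+T vs ORX, 0.338 for fatty acid and triglyceride synthesis, ORX+T vs ORX, 0.523 for fatty acid oxidation, ORX+T vs ORX, 0.727 for androgen response, ORX+T vs ORX, 0.413 each for cholesterol synthesis, OVX+E vs OVX, fatty acid and triglyceride synthesis, OVX+E vs OVX, and NF-kB inflammatory targets, OVX+E vs OVX, 0.112 for immediate early genes, OVX+E vs OVX, 0.488 for fatty acid and triglyceride synthesis, ORX+T vs control, and 0.501 for fatty acid oxidation, ORX+T vs control. In the same order fry gave 0.459, 0.118, 0.295, 0.459, 0.283, 0.145 and 0.283, the early genes kept their call, and the last pair had 0.416 and 0.491. With the running-sum score cholesterol synthesis in ORX + T against ORX had 0.0952, and against controls fatty acid synthesis had 0.0926 and oxidation 0.0545; the other 7 kept theirs. Fry does not compare a list with other genes, and the estimated correlation allows for genes that vary together between rats. At the preset correlation, other splits of the arrays gave a camera p down to 1.09e-14 for the early genes and, against controls, 3.26e-11 for oxidation. The preset p therefore does not measure the error between rats. Without single arrays adjusted p ran from 0.000266 to 0.0497 for cholesterol synthesis in males and 1.78e-06 to 0.00388 in females, from 1.18e-06 to 4.52e-05 and 2.62e-05 to 0.0024 for fatty acid synthesis, from 1.06e-07 to 0.000383 for oxidation, from 0.000108 to 0.0466 for the androgen list and from 3.25e-16 to 7.32e-12 for the early genes. Against controls it ran from 3.64e-05 to 0.0148 for synthesis and 2.31e-09 to 0.0054 for oxidation. The NF-kB list ran from 0.032 to 0.0790 and lost its call without OVX replicate 2 (0.0642) or 3 (0.0790) or OVX + E replicate 1 (0.0607), 3 (0.0591), 4 (0.0714) or 5 (0.0678).

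Of 183 calls of named genes, 57 were lost without some single array, 20 without the narrow arrays, 14 with array weights, 12 after quantile normalization, 14 with the SD covariate and 0 changed direction; of 172 in the comparisons of the article, 50 were lost with only the 10 arrays compared, 27 with the block and 27 with 1 sex. By medians, 14 of 14 female heat map genes and 14 of 15 male ones, in place of 13, kept the order. Srd5a1 per group and the ratio of linear means of the receptors were planned and not run, as some lack named probe sets. Changes of genes near the background, such as Esr2, are limited by it.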

Differences from the paper's values

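The paper's counts come from every gene it lists, while those here cover only genes with 1 named probe set, at the fold and adjusted p that the paper states. A count near the paper's thus sets a part against a whole and does not mean that the same genes were called. Of the paper's genes with a named probe set, 8 of 18 were called in ORX against control and 67 of 67 in ORX + T against control. In ORX + T against ORX 145 of 147 were called, in OVX against control 12 of 12. In OVX + E against control 19 of 20 were called, and in OVX + E against OVX 125 of 128. Fits without the narrow arrays, with the array SD as a covariate and with the adjustment over every probe set were chosen after seeing the values; the other alternatives were set before the data were examined.

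For genes changed in ORX against control, the paper gives 36 and the count here was 8. Of the alternatives set before, array weights came within 1.5 times of the paper's count (44), although only 18 of the paper's 36 have a named probe set. Array weights called 15 of these 18. The fit to 1 sex (5), the 10 arrays compared (2), the intensity trend (8), the block (4), the 60% filter (10), every probe set (106), the mean over probe sets (8), median centring (12), quantile normalization (21), no fold limit (8), the test against 1.2-fold (4) and leaving out single arrays (4 to 11) did not. The fit without the narrow arrays (28) and the SD covariate (24), chosen after seeing the values, also came within it. They called 12 and 15 of the 18 genes with a named probe set that the paper calls, where the main fit called 8. The adjustment over every probe set, also chosen after seeing the values, called 15 of the 18. For genes upregulated the paper gives 8 and the count here was 1. Every probe set (9) and quantile normalization (8) came within the paper's count, and so did the SD covariate (12), chosen after seeing the values and dropping 3 of the 18, while the other alternatives set before gave 1 to 3 or, with array weights, 29. For genes downregulated the paper gives 28 and the count here was 7. No alternative came within it: they gave 1 to 15, and 97 over every probe set.

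In ORX + T against control, the paper gives 27 genes downregulated and the count here was 17. Array weights (28), median centring (18), quantile normalization (23) and leaving out male control replicate 3 (19) came within 1.5 times, and the other alternatives did not, with 8 to 17, 45 without a fold limit and 60 over every probe set. The fit without the narrow arrays (18) and the SD covariate (22), both chosen after seeing the values, came within it and dropped 5 and 0 of the 67 named genes the paper calls. In ORX + T against ORX, the paper gives 65 genes downregulated and the count here was 42. Array weights (80), the 60% filter (44), every probe set (89), quantile normalization (62) and leaving out ORX replicate 3 (57) or 5 (50) or ORX + T replicate 3 (46) came within it, and the others did not, with 28 to 42, and 100 without a fold limit. Both the fit without the narrow arrays (67) and the SD covariate (67), chosen after seeing the values, came within it and dropped 24 and 10 of the 147 named genes the paper calls. Array weights dropped 18 of the 147 and quantile normalization 8.

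In OVX against control, the paper gives 0 genes downregulated and the count here was 1, Cilp2. The fit to 1 sex, the 10 arrays compared, the block, every probe set, the test against 1.2-fold and leaving out single arrays other than control replicate 5 or OVX replicate 1 gave 0. The intensity trend (1), the 60% filter (1), the mean over probe sets (1), median centring (1), quantile normalization (2), no fold limit (2) and array weights (6) did not. The adjustment over every probe set, chosen after seeing the values, gave 0 and dropped 0 of the 12 named genes the paper calls. In OVX + E against OVX, the paper gives 32 genes upregulated and the count here was 12. Array weights (23), quantile normalization (28), no fold limit (46) and leaving out OVX + E replicate 2 (25) came within 1.5 times, and the others did not, with 7 to 17, and 92 over every probe set. The fit without the narrow arrays (26) and the SD covariate (42), both chosen after seeing the values, came within it and dropped 16 and 19 of the 128 named genes the paper calls. Array weights dropped 13 of the 128 and quantile normalization 14.

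Of 575 lines of Table S1, 392 could be matched to a gene with a named probe set, all with the paper's sign, and for 11 of them the fitted log2 fold change lay more than 0.01 from the paper's. One of the 11 is Iqub in OVX + E against OVX, for which only a lower bound can be given, a fall of at least 1.83-fold (adjusted p = 0.00354), since all 5 OVX + E values lay under the median of their array.

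The paper calls 16 of these 392 that were not called here. Ass1 (-1.34, adjusted p = 0.0965), Slc7a5 (-1.44, adjusted p = 0.105), Dhrs3 (-1.53, adjusted p = 0.0965), Osgin2 (1.33, adjusted p = 0.0965), Tcaf1 (1.23, adjusted p = 0.0529), Ccp110 (1.11, adjusted p = 0.0965) and Dusp4 (1.04, adjusted p = 0.0529) had the paper's fold in ORX against control. All 7 were called with array weights and after quantile normalization. They were also called with the SD covariate and with the adjustment over every probe set, both chosen after seeing the values. Each called 15 of the paper's 18 named genes, where the main fit called 8. The 3 missed were Spetex2f, Dnm3 and Dlg5l15. In the other comparisons, the adjustment over every probe set called 67 of 67, 145 of 147, 12 of 12, 19 of 20 and 125 of 128, as the main fit did. The paper does not state over which genes it adjusted. Tcaf1 and Dusp4 were called with the 60% filter too, and Tcaf1, Ass1 and Dhrs3 with median centring. Without the narrow arrays, chosen after seeing the values and dropping 6 of the 18, Osgin2, Tcaf1, Ccp110, Dusp4 and Dhrs3 were called. Ftl1 in OVX + E against OVX (-0.99, adjusted p = 0.000283) was called without a fold limit. Ldhb in both comparisons of OVX + E, Fcgr2a in OVX + E against OVX, Spetex2f, Dnm3 and Dlg5l15 in ORX against control and Dnm3 and Slc33a1 in ORX + T against ORX were called under no alternative.

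The paper states from quantitative PCR that Esrra rises after OVX, and from these arrays its log2 signal was 4.33 ± 0.18 in OVX and 4.33 ± 0.27 in control females (SD, n = 5 each, adjusted p = 1.00), under the median signal of the arrays, where a change is hard to see. It also states that Mc2r falls after ORX and rises with testosterone, and on the arrays the rise in ORX + T against ORX passed the test at 1.00 (adjusted p = 0.000496), while the fall after ORX, at -0.41, did not (adjusted p = 0.901).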

Other observations

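The tests of hormone loss and time of day for the clock genes, those of the narrow arrays, handling and macrophages for the early genes, and the refit of the splits with the array SD were chosen after the values were seen, as were the genes named here from the 2 control groups.

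In control females, 10 of 29 immediate early genes and Ddit4 stood above control males. The early genes Fos, Junb and Sik1 were higher by 2.68, 2.57 and 2.03 on the log2 scale (limma adjusted p = 0.00701, 0.00158 and 0.00371), and Ddit4, which cell stress induces, by 3.20 (adjusted p = 0.00305). Of 29 immediate early genes, 25 lay above 0, with a median of 0.94 (camera adjusted p = 7.54e-29, and adjusted p = 0.043 with an estimated correlation). Over its alternatives that p ran up to 0.0909 with the running-sum score. Cholesterol synthesis lay lower by camera, with 12 of 13 genes below 0 and a median of -0.65 (adjusted p = 6.28e-16, and adjusted p = 0.136 with an estimated correlation), although no single member passed. Fatty acid and triglyceride synthesis lay lower as well, with 2 of 16 members down (adjusted p = 3.69e-11, and adjusted p = 0.136 with an estimated correlation). So did markers of capsule cells and fibroblasts, macrophages and adipocytes (adjusted p = 0.00842, 0.0253 and 0.00842, and adjusted p = 0.385, 0.707 and 0.214 with an estimated correlation). In all 13 of 28 lists passed, 4 higher and 9 lower, and 1 with an estimated correlation, the early genes. Heat shock genes lay lower too, with 14 of 15 below 0 and a median of -0.21 (adjusted p = 2.76e-05, and adjusted p = 0.316 with an estimated correlation), and the integrated stress response did not pass (adjusted p = 0.238). Cidea and Dbp were at -1.60 and -1.30 (adjusted p = 0.000318 and 0.00024). Dusp1 at 1.76 lost its call without female control replicate 2 or 3 or male control replicate 3, 4 or 5 (adjusted p up to 0.0704).

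The signals of Esr2, Esrra and Esrrb lay under the medians of the arrays, near the background, where a change would hardly be seen. Esr2 had group means from 3.90 to 4.06, Esrra from 4.13 to 4.33, Esrrb from 3.75 to 4.01 and Nr3c1 from 6.04 to 6.27 (log2 signal, n = 5 each), and none of these 4 genes passed the test in the comparisons made. Mc2r rose in ORX + T against ORX, by 1.00 (adjusted p = 0.000496), and was at -0.41 after ORX (adjusted p = 0.901) and 0.31 in OVX + E against OVX (adjusted p = 0.563). Hcrtr2 was lower in control females than in control males, at -1.79 (adjusted p = 0.0178), a call lost without female control replicate 1, 3 or 5 or male control replicate 2, 4 or 5 (adjusted p up to 0.0903), and was at 0.93 in ORX + T against ORX (adjusted p = 0.375) and -1.20 in OVX + E against OVX (adjusted p = 0.115). Gonadectomy changed 0 genes differently in the 2 sexes by limma, with 311 at an unadjusted p under 0.05. This depended on the processing, as array weights, quantile normalization, median centring, the SD covariate and leaving out the narrow arrays each called some genes.

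Clock genes were shifted in the same direction in all 4 gonadectomized groups. With genes of the Dbp phase counted up and those of the opposite phase down, the 9 genes moved against the sham controls by 0.66 in ORX, 1.14 in ORX + T, 0.52 in OVX and 0.67 in OVX + E (log2, SE 0.08 each). The score did not return with replacement, since the replaced groups lay beyond the midpoint between control and gonadectomized glands by 0.41 in females and 0.81 in males (SE 0.07 each). In females the Dbp-phase genes alone averaged 6.50 in controls, 7.22 in OVX and 6.89 in OVX + E, and the opposite phase 7.83, 7.46 and 6.93. A difference in hour could mask a return, so a loss of gonadal hormone that replacement undoes is not excluded. The narrow arrays are excluded as the source, since the smallest shift without them was 0.50 (SE 0.09). Glands taken at different hours may explain the shift, with 33 of 36 pairs of gene and group in the direction of the phase and 1 against it by more than 2 SE. The 2 operated groups of a sex share their controls, so a shift of the controls alone would also give many such pairs. The paper states that all experiments were carried out between 10 and 11 am and gives no time per animal, so the hour and an effect of gonadectomy on the clock cannot be told apart.

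Immediate early genes were lower in OVX + E than in OVX by a mean of -0.69 (log2, SE 0.22, 29 genes). The narrow arrays are excluded as the source, since without them the mean was -0.70 (SE 0.20). A rapid response to handling stays open: Fos, Junb, Egr1, Ier2, Dusp1 and Zfp36, which handling raises within the hour, fell less than the other 23, by a difference of 0.67 (SE 0.23), but without the narrow arrays this was 0.63 (SE 0.33). The mean of the early genes lay -0.12 (SE 0.12) from that of the 10 macrophage markers, a difference within its error. This cannot decide whether fewer macrophages contribute, since similar means do not show which cells the early gene signal came from. A lower mean was also not specific to macrophages, as all 16 lists that passed with the preset correlation lay lower in OVX + E. An effect of estradiol on the early genes stays among the open explanations, as untested.

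Each count was set against 100 splits of its arrays, the true one included. The limit was fewer than 5 of 100 as large, with no adjustment over these tests. No other split drawn reached the true count for ORX + T against control (68, highest other 1, 1 of 100), ORX + T against ORX (152, highest other 8, 1 of 100) and OVX against control (16, highest other 1, 1 of 100). The same held for female against male controls (40, highest other 28, 1 of 100), for the response to replacement (176, highest other 109, 1 of 100) and for the genes changed by both replacements (24, highest other 0, 1 of 100). ORX against control (8 genes, highest other 12, 2 of 100 as large) and OVX + E against control (23, 2 of 100) met the limit, but another split exceeded each, so chance is not excluded. The limit was missed, and chance is not excluded, for OVX + E against OVX, where 5 of 100 splits gave at least 131 genes. The splits say nothing about the response to gonadectomy, since with 0 genes in the true split all others (up to 2 genes) are as large (100 of 100). The highest other split gave 118 genes for OVX + E against control and 327 for OVX + E against OVX, several times the true counts, which points to a structure of the arrays: both put all narrow arrays on 1 side, as did all 4 of the large splits of OVX + E and OVX. With the array SD as a covariate the true split of OVX + E and OVX gave 144 genes and the highest other 30, and for OVX + E against control 34 and 9.

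For the gene lists, the camera p of the true split is given with the smallest of the other splits. These ranks were not adjusted for the number of tests. The limit of fewer than 5 of 100 as small was met for fatty acid and triglyceride synthesis in ORX + T against ORX (2.08e-07, other 1.57e-07, 2 of 100 as small) and in OVX + E against OVX (5.65e-05, other 2.13e-05, 2 of 100), and for fatty acid oxidation in ORX + T against ORX (1.64e-07, other 6.63e-09, 4 of 100). In all 3 another split gave a smaller p, so chance is not excluded. For the immediate early genes (1.41e-15, other 1.09e-14, 1 of 100) in OVX + E against OVX no other split drawn gave as small a p. For the NF-kB targets there (0.0276, other 0.0217, 3 of 100) the limit was met too, but 16 of the 34 members lay above 0, the median was -0.01, and the call was lost without OVX replicate 2 or 3 or OVX + E replicate 1, 3, 4 or 5 (adjusted p up to 0.0790). With an estimated correlation none of the lists of this paragraph passed, the NF-kB targets at an adjusted p of 0.413. The limit was missed, and chance is not excluded, for cholesterol synthesis in ORX + T against ORX (0.000649, other 5.12e-06, 15 of 100) or in OVX + E against OVX (2.33e-05, other 1.63e-08, 10 of 100), or for the androgen response in ORX + T against ORX (0.000219, other 2.7e-06, 16 of 100). Against control males, it was also missed for fatty acid synthesis (0.000117, other 7.48e-07, 11 of 100) and oxidation (2.9e-07, other 3.26e-11, 6 of 100).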
